# Replacement of microglia in the aged brain reverses cognitive, synaptic, and neuronal deficits in mice

**DOI:** 10.1111/acel.12832

**Published:** 2018-10-02

**Authors:** Monica R. P. Elmore, Lindsay A. Hohsfield, Enikö A. Kramár, Lilach Soreq, Rafael J. Lee, Stephanie T. Pham, Allison R. Najafi, Elizabeth E. Spangenberg, Marcelo A. Wood, Brian L. West, Kim N. Green

**Keywords:** aging, colony‐stimulating factor 1 receptor, long‐term potentiation, microglia, plx5622, repopulation

## Abstract

Microglia, the resident immune cell of the brain, can be eliminated via pharmacological inhibition of the colony‐stimulating factor 1 receptor (CSF1R). Withdrawal of CSF1R inhibition then stimulates microglial repopulation, effectively replacing the microglial compartment. In the aged brain, microglia take on a “primed” phenotype and studies indicate that this coincides with age‐related cognitive decline. Here, we investigated the effects of replacing the aged microglial compartment with new microglia using CSF1R inhibitor‐induced microglial repopulation. With 28 days of repopulation, replacement of resident microglia in aged mice (24 months) improved spatial memory and restored physical microglial tissue characteristics (cell densities and morphologies) to those found in young adult animals (4 months). However, inflammation‐related gene expression was not broadly altered with repopulation nor the response to immune challenges. Instead, microglial repopulation resulted in a reversal of age‐related changes in neuronal gene expression, including expression of genes associated with actin cytoskeleton remodeling and synaptogenesis. Age‐related changes in hippocampal neuronal complexity were reversed with both microglial elimination and repopulation, while microglial elimination increased both neurogenesis and dendritic spine densities. These changes were accompanied by a full rescue of age‐induced deficits in long‐term potentiation with microglial repopulation. Thus, several key aspects of the aged brain can be reversed by acute noninvasive replacement of microglia.

## 1 INTRODUCTION

Microglia are the primary immune cells of the central nervous system (CNS), where they act as responders in the event of infection or injury. Microglia “at rest” are highly dynamic cells, constantly extending and retracting their processes to sample the local environment via a variety of receptors, including pattern recognition, purinergic, and scavenger receptors (Hanisch & Kettenmann, 2007; Nimmerjahn, Kirchhoff, & Helmchen, 2005). In addition to their immunocompetency, studies implicate microglia in maintaining tissue homeostasis and synaptic connectivity (Kettenmann, Kirchhoff, & Verkhratsky, 2013). In neurodegenerative disease or following traumatic brain injury, microglia can assume long‐lasting changes in morphology, densities, gene expression, and cytokine/chemokine production. Studies have indicated that these signals, when persistent in the brain, can lead to further harm (Dheen, Kaur, & Ling, 2007; Rice et al., 2015; Spangenberg et al., 2016).

Microglia are critically dependent upon signaling through the colony‐stimulating factor 1 receptor (CSF1R) for their survival (Elmore et al., 2014). We identified several orally bioavailable CSF1R inhibitors that noninvasively cross the blood‐brain barrier, leading to brain‐wide microglial elimination within days, which continues for as long as CSF1R inhibition is present (Dagher et al., 2015; Elmore et al., 2014). In particular, removal of CSF1R inhibition stimulates the rapid repopulation of the entire brain with new microglial cells (Elmore et al., 2014; Elmore, Lee, West, & Green, 2015; Rice et al., 2017), effectively replacing the entire microglial tissue. This process takes approximately 14–21 days to complete; thereafter, the new microglia are virtually indistinguishable (i.e., cell densities, morphologies, and gene expression profiles) from the resident microglial tissue.

Following brain injury, microglia mount a chronic inflammatory response, including robust changes in morphologies and production of neuroinflammatory species. We have shown that CSF1R inhibitor‐dependent microglial replacement essentially “resets” this “reactive” microglial population, whereby returning microglia resemble nonreactive homeostatic microglia and promote functional recovery (Rice et al., 2017). Thus, microglial elimination and repopulation may be beneficial in situations that implicate altered microglial phenotypes in impaired brain function. During aging, microglia undergo marked phenotypic and functional changes compared to the adult brain, including increased cell numbers, dystrophic morphology, impaired phagocytosis, reduced motility, exaggerated response to inflammatory stimuli [reviewed in Mosher and Wyss‐Coray (2014)], as well as altered gene expression (Galatro et al., 2017; Grabert et al., 2016; Soreq, Rose, Soreq, Hardy, & Ule, 2017). These microglia are often described as “primed” or “senescent,” and recent studies suggest that these cells may contribute to age‐related cognitive impairments and confer susceptibility to neurodegenerative disease (Blank & Prinz, 2013; Niraula, Sheridan, & Godbout, 2017; Norden, Muccigrosso, & Godbout, 2015). Here, we explore the effects of replacing the aged microglial tissue with new cells, via CSF1R inhibitor‐dependent microglial elimination and repopulation. This study demonstrates that broad reversals in many age‐related changes in the brain can be achieved utilizing microglial repopulation, including improvements in cognition, as well as neuronal/synaptic‐related gene expression, structure, and function.

## 2 RESULTS

### 2.1 CSF1R inhibitor‐dependent microglial elimination and repopulation

To illustrate the phenomenon of microglial elimination, and subsequent microglial replacement/repopulation, we treated adult (~2 months) C57BL/6 mice (*n* = 4 mice/group) with the orally bioavailable CSF1R inhibitor PLX5622 (formulated at 1,200 ppm in chow), for 7 days. PLX5622 is a more specific (i.e., the compound does not inhibit c‐Kit) sister molecule of the clinically utilized CSF1R inhibitor PLX3397 (Butowski et al., 2016; Tap et al., 2015). This treatment eliminated ~85% of microglia throughout the CNS (Supporting Information Figure S1a–c). Subsequent withdrawal of CSF1R inhibition stimulated rapid repopulation of the brain with new microglia (Supporting Information Figure S1a–c). Repopulating cells appear within 3 days of drug withdrawal. These cells are initially larger/more amoeboid (Supporting Information Figure S1b,d) and reactive for the lectin IB4 (Supporting Information Figure 1b,e), as well as other markers of myeloid cell activation (Elmore et al., 2015, 2014 ). This expression, however, dissipates over time. Repopulating cells proliferate rapidly, leading to an overshoot in microglial numbers by Day 7, which then normalizes by Day 21 (Supporting Information Figure S1a–e).

### 2.2 Microglial repopulation improves cognition in aged mice

Converging evidence indicates that the aged brain contains primed and/or senescent microglia (Dilger & Johnson, 2008; Harry, 2013; Mosher & Wyss‐Coray, 2014), which may contribute to age‐related cognitive deficits and altered brain function (Norden et al., 2015). Therefore, we sought to explore the effects of replacing these resident “aged" microglia with new cells, via administration and withdrawal of CSF1R inhibitors. Young (~3 months) or aged (~22 months) mice were treated for 14 days with PLX5622 to eliminate resident microglia and then removed from inhibitor diet to stimulate repopulation. Behavioral and cognitive testing [on measures of anxiety (open field; OF), motor function (rotarod), and spatial learning and memory (Morris water maze, MWM)] was conducted 28 d following the start of microglial repopulation (Figure 1a). In OF, no differences in aged control compared to aged‐repopulated mice were observed, but there were increases in exploratory behavior in young repopulated mice (*p* = 0.030; Figure 1b). A main effect of age was observed in measurements of motor function via rotarod performance and MWM acquisition, in that aged mice exhibited motor impairments relative to young mice as seen by increased time spent on the rotarod apparatus (*p* < 0.0001, Figure 1c) and increased time to locate the MWM platform (*p* < 0.001, Figure 1d), respectively. In particular, microglial repopulation in aged mice improved spatial memory performance in the MWM probe trial as seen by an increased number of correct quadrant entries (*p* = 0.049, Figure 1e), a trend for increased number of platform crosses (*p* = 0.055, Figure 1f), and improved path efficiency (*p* = 0.019, Figure 1g), in comparison with aged control mice**. **No significant differences were found in swim speed between aged control and aged‐repopulated mice (Figure 1h), highlighting the beneficial effects of repopulation on memory, but not motor function, in aged mice. As microglial repopulation cannot occur without prior microglial elimination, in a separate experiment, we also assessed the behavior of aged mice depleted of microglia for 14 days (Figure 1i–l). Following CSF1R‐inhibitor treatment, we found no differences in behavioral or cognitive function in aged microglia‐eliminated mice compared with aged controls. Thus, it appears that the act of microglial elimination in combination with repopulation/replacement, rather than elimination alone, conveys cognitive benefits to aged mice.

**Figure 1:**
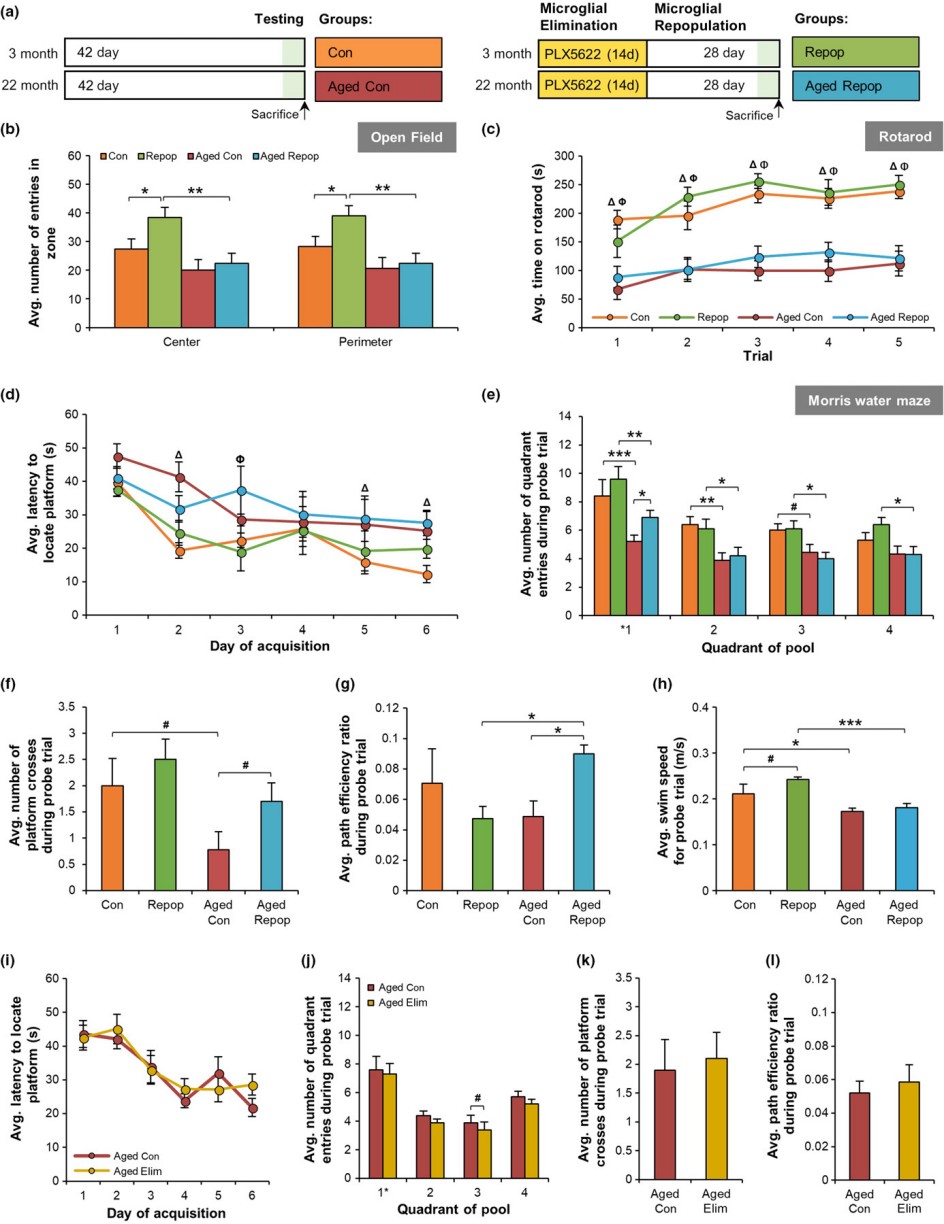
Microglial Replacement Improves Cognition in Aged Mice. (a) Experimental design for (a–h). Treatment groups are as follows (*n* = 8–10 mice/group): young control (Con), young microglia‐repopulated (Repop), aged control (Aged Con), and aged microglia‐repopulated (Aged Repop). (b) Open field analyses of number of line crosses between the center zone and the perimeter. (c) Rotarod performance. (d) Acquisition data from training days 1–6 of the Morris Water Maze. (e–h) Morris Water Maze probe trial, conducted 24 hr after the last training trial showing the number of correct quadrant entries (e), platform crosses (where * indicates the location of the platform during acquisition) (f), path efficiency (g), and swim speed (h). (i–l) Aged (~22 months) mice were provided control chow or PLX5622 (1,200 ppm in chow) for 14 days to eliminate microglia, the same timeline used in (a). The following treatment groups were: Aged Con and aged eliminated (Aged Elim) (*n* = 10/group). (i–l) Morris Water Maze performance for acquisition (i), latency to locate the platform in probe trial (i), the number of platform crosses during the probe trial (k), and the path efficiency during the probe trial (l). Data presented as means ± *SEM*. Statistical significance indicated as *p < 0.05, **p < 0.01, and ***p < 0.001 with statistical trends as ^#^ *p* < 0.10. Comparisons for (c) and (d): ^Ω^Con versus Repop; ^Δ^Con versus Aged Con; ^Φ^Repop versus Aged Repop; ^Ψ^Aged Con versus Aged Repop

### 2.3 Microglial repopulation in aged mice restores microglial cell densities and morphologies to young adult levels

Immunohistochemical examination of hippocampal tissue for the myeloid cell marker IBA1 showed that 14 days treatment with PLX5622 eliminated ~90% and ~70% of microglia in young and aged mice, respectively (Figure 2a,b). Concomitant with reductions in microglial elimination efficiency, we observed decreased levels of PLX5622 in the plasma (*p* = 0.029) and brains (*p* = 0.009) of aged mice compared with young mice (Figure 2c), but similar brain/plasma ratios (Figure 2d). Aged mice maintained their initial body weights (Supporting Information Figure S2), while young treated mice showed an increase in body weight over the two‐week treatment period (*p* < 0.001). Aged control mice showed an increase in the density (or cell number) of IBA1^+^ cells in the hippocampus (~54% increase; *p* < 0.001, Figure 2a,b), higher microglial coverage (*p* < 0.001, Figure 2e), as well as a shortening (*p* = 0.002, Figure 2f) and thickening (*p* < 0.001, Figure 2g) of microglial processes compared with young controls. In particular, 28 days after inhibitor withdrawal, age‐induced changes in microglial cell density and morphology were normalized, in which aged‐repopulated mice exhibited similar phenotypes to young controls (i.e., reduced IBA1^+^ cell number [*p* = 0.02, Figure 2b], reduced IBA1 coverage [*p* < 0.001, Figure 2e], and reduced process diameter [*p* = 0.004, Figure 2g] compared with aged controls. In the aged control brain, we observed an increased proportion of CD68^+^ (a lysosomal marker indicative of microglial priming)/IBA1^+^ cells compared with young controls (*p* < 0.001, Figure 2h–j). However, following microglial replacement, this microglial‐associated CD68 expression was significantly reduced (*p* < 0.001, Figure 2h). As resident microglia share expression of IBA1 with peripherally‐derived macrophages, we also conducted additional immunohistochemical stains using the microglia‐specific markers TMEM119 and P2RY12, which distinguish microglia from peripheral myeloid cells (Bennett et al., 2016). Here, we show that repopulated microglia display high expression of both TMEM119 and P2RY12 (Figure 2k–n), demonstrating that repopulated microglia are indeed resident microglia and do not originate from peripherally‐derived myeloid cells. These findings are in line with previous studies from our laboratory (Elmore et al., 2014) and others (Cronk et al., 2018; Huang et al., 2018) showing that repopulating microglia are CNS‐derived and not from peripheral infiltrates. Thus, CSF1R inhibitor‐directed replacement of microglia in the aged brain restores age‐induced changes in microglial numbers, morphologies, and CD68 puncta, reverting the microglial phenotype to that observed in the young brain, at least out to 28 days.

**Figure 2:**
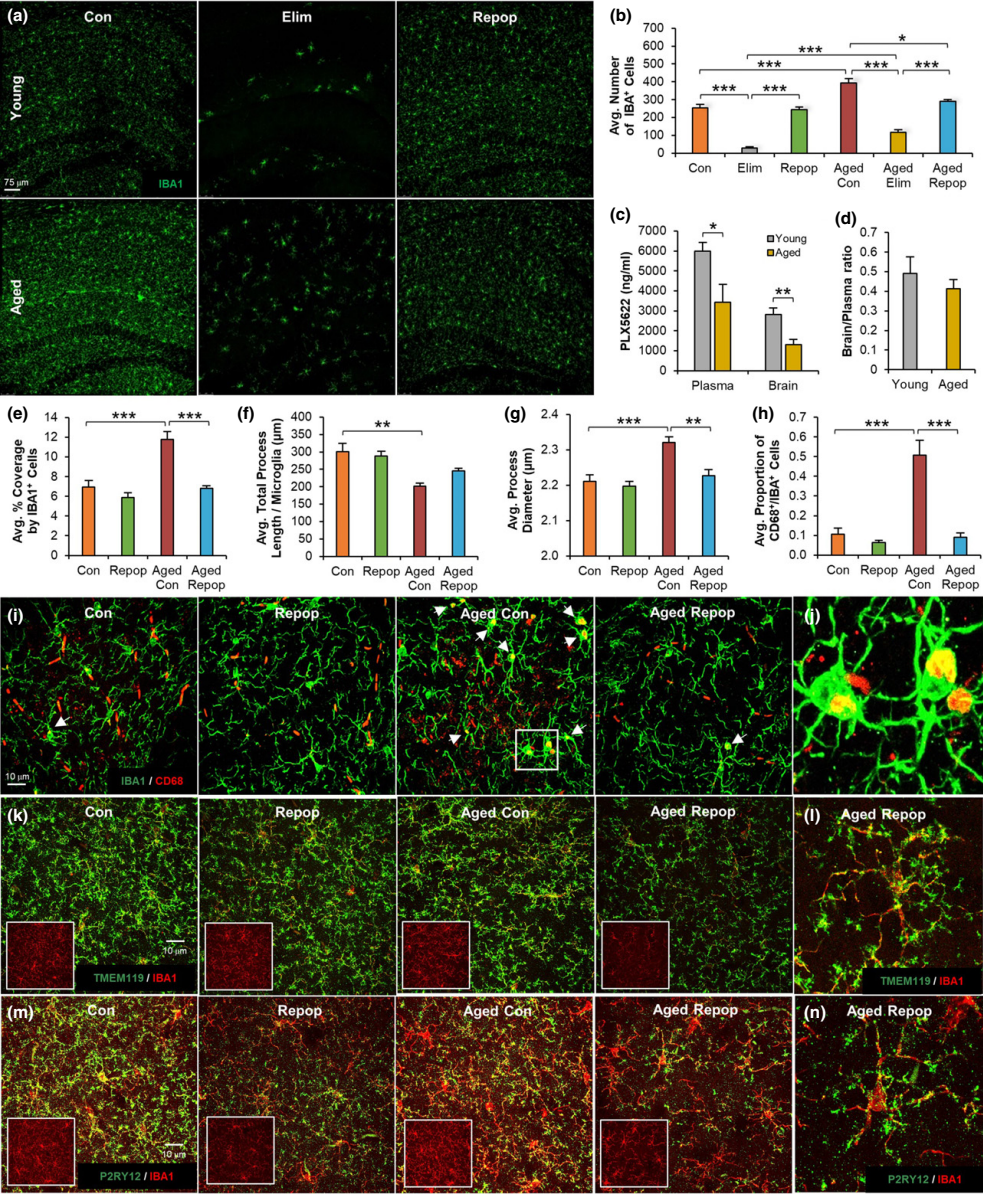
Microglial Replacement Restores Cell Numbers and Morphologies. (a) IBA1^+^ immunostaining in hippocampal sections from young control (Con), young microglia‐repopulated (Repop), aged control (Aged Con), and aged microglia‐repopulated (Aged Repop) groups. (b) Quantification of (a). (c) Pharmacokinetic (PK) analysis of PLX5622 concentrations in plasma and brain. (d) Brain/Plasma ratio of (c). (e) Percent coverage of hippocampal area by IBA1^+^ cells. (f) Morphological analyses of hippocampal microglia for total process length per microglia. (g) Average microglial process diameter. (h) Quantification of (i). (i) Immunostaining for IBA1^+^ (green)/CD68^+^ (red) colocalized cells in hippocampal sections. (j) Zoomed image of IBA1^+^/CD68^+^ cells in Aged Con group. (k) Immunostaining for IBA1 (red channel) and TMEM119 (green channel) staining shown as merge, with IBA1 staining alone shown in insert. (l) Magnified image of Aged Repop. (m) Immunostaining for IBA1 (red channel) and P2RY12 (green channel) staining shown as merge, with IBA1 staining alone shown in insert. (n) Magnified image of Aged Repop. Data presented as means ± *SEM*. Statistical significance indicated as *p < 0.05, **p < 0.01, and ***p < 0.001 with statistical trends as ^#^ *p* < 0.10

### 2.4 Microglial repopulation does not alter response to neuroinflammatory stimuli

Previous reports show that microglial priming or increased reactivity during aging does not reflect an enhanced basal level of inflammation, but rather an exaggerated inflammatory response to immune challenge (Niraula et al., 2017). To address and characterize the response to immune challenge in the aged brain following repopulation, we administered LPS to young (~4 months) and aged (~24 months) mice with and without 28 days of microglial repopulation (Figure 3a). Inflammatory responses were measured via gene expression using a Nanostring Immunology panel (550 genes). All gene expression counts are found in Supporting Information Table S1. Despite notable changes in microglia numbers and morphologies, only 18 genes were found to be differentially expressed between aged and aged‐repopulated mice (Figure 3b) at baseline (i.e., prior to LPS injection). Moreover, most of these genes were also changed in young mice with repopulation. Of these genes, *Fyn* was the only gene whose expression was found to be altered by aging and restored with repopulation. Next, we examined the effects of peripheral LPS administration in mice after both the acute (6 hr post‐LPS) and resolution (48 hr post‐LPS) stages of immune challenge. Here, we found that a robust inflammatory response was elicited in all groups at 6 hr, which resolved by 48 hr (Figure 3c; heatmap of significantly altered genes with LPS administration; adj. *p* < 0.05 for young or aged mice). In comparing aged to aged‐repopulated mice, only a single differentially expressed gene (*Cx3Cr1*) was detected, whereby expression was reduced at 6 hr post‐LPS in aged repopulation compared with aged controls (*p* = 0.023). Thus, acute microglial replacement does not alter the response to peripheral LPS challenge, suggesting that the aged environment (rather than microglia) extrinsically determines inflammation‐related gene expression both at baseline and in response to an immune challenge.

**Figure 3:**
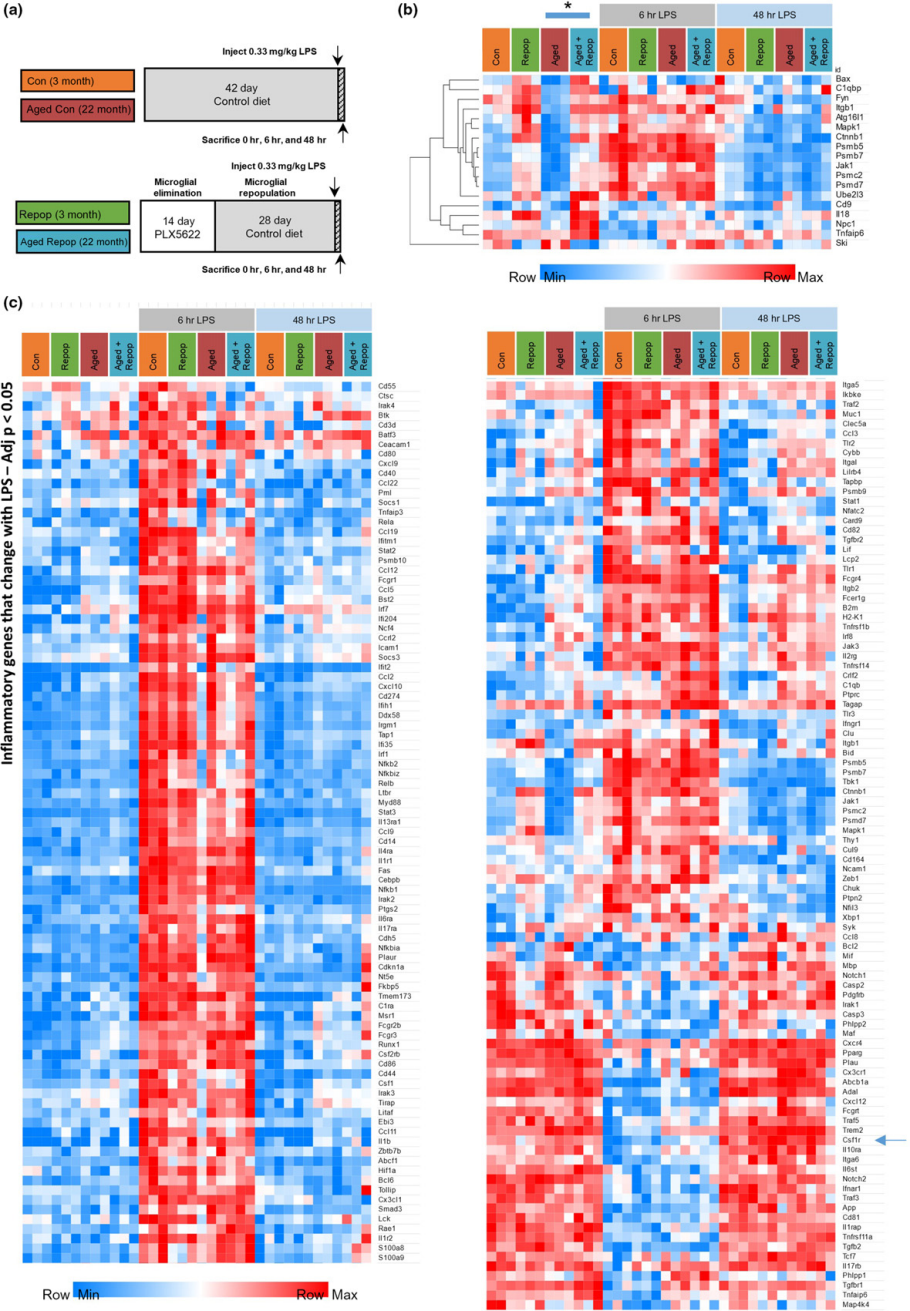
Microglial Replacement does not Alter Neuroinflammatory Gene Expression in Response to LPS. (a) Experimental design (*n* = 3 mice/group). (b, c) Gene expression for immune genes assessed via Nanostring Mouse Immune panel (550 genes). (b) Heatmap of differentially expressed genes between Aged Con and Aged Repop mice (adj. *p* < 0.05) at baseline (0 hr LPS) shown for all groups. (c) Heatmap of differentially expressed genes due to LPS at either 6 or 48 hr in Con or Aged Con mice (adj. *p* < 0.05) shown for all groups. Normalized raw expression values are depicted (light blue to red). All genes and values can be found in Table S1

### 2.5 Microglia repopulation restores expression of genes associated with cytoskeletal remodeling and neural processes

Previous studies have attributed inflammation to age‐related cognitive deficits. However, given the lack of changes in inflammatory‐related genes seen in this study, we were interested in utilizing nonbiased gene expression analysis, via RNA‐seq, to identify the underlying mechanism for memory improvements following repopulation in aged mice. 

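The RNA-seq libraries analysed here came from 3 groups of C57BL/6 mice, with 3 mice in each group. Young controls and aged controls received control chow. Aged-repopulated mice received chow with PLX5622, an inhibitor of the colony-stimulating factor 1 receptor on which microglia depend for survival, for 14 days, and then control chow for 28 days, during which new microglia repopulated the brain. The aged mice were 24 months old. For the young mice the paper gives 4 months, and the sample labels give 5 months. By the sample labels, the young mice came from JAX and the aged mice from NIA, so supplier and age cannot be told apart in this design. The libraries of young repopulated and of aged eliminated mice are not analysed here. Brains were divided along the midline, and RNA was extracted from 1 frozen hemibrain per mouse. The authors aligned the reads to the mouse genome build mm10 with ELAND and computed RPKM, in which the reads of a gene are scaled to the length of its transcript and to the mapped reads of the library. Their deposited table gives the RPKM of each library for 689 genes, which are the genes that their own model had already called on these libraries. The lowest RPKM was 3.46, and the median of the gene means was 19.8. Summed over the 689 genes, RPKM was between 22242 and 22330 in the young controls, between 23629 and 24853 in the aged controls, and between 22861 and 23632 in the aged-repopulated mice. Read depth is unknown, because the table holds no read counts and a search of 411 genes for RPKM steps of whole reads found none. The values were tested on the log2(RPKM + 1) scale with limma, with all 9 libraries in a single fit and Benjamini-Hochberg adjustment over the 689 genes. A log2 change on this scale understates the change of low genes. In simulated data with this spread, 81.5% of 200 genes changed by 0.2 on the log2 scale were recovered, and 4.5% of 200 genes changed by 0.1. Adjusted p values describe a list that was selected on the same libraries, and the remaining genes that the authors tested are not analysed here.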

To that end, tissue from control and microglia‐repopulated young (~4 months) and aged (~24 months) mice, as well as a cohort of aged microglia‐eliminated animals, was collected for RNA‐seq analysis. In total 689 differentially expressed genes were detected between all groups (adj. *p* < 0.05). 

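Of the 689 genes, 433 differed between aged control and young control brains at an adjusted p under 0.05 (limma, Benjamini-Hochberg), with 319 higher and 114 lower in the aged controls. Between aged-repopulated and aged control brains 60 genes differed, with 20 higher and 40 lower after repopulation. Between aged-repopulated and young control brains 34 genes differed, with 29 higher and 5 lower in the aged-repopulated brains. Together these 3 contrasts called 457 genes and left 232 genes uncalled. The values of the groups did not overlap for 70.1% of the genes with age and for 37.4% with repopulation, where chance gives 10% for genes that were not selected. Between aged-repopulated and young control brains they did not overlap for 42.7%. There, 196 genes had an unadjusted p under 0.05 (limma), against 271 with repopulation. In 100 simulations with no difference between any groups, in which the 689 genes with the smallest p of 6145 were kept, the groups did not overlap for 47.8% of the genes with age (from 42.7% to 53.1%) and for 47.5% with repopulation (from 42.5% to 52.0%). Between aged-repopulated and young control groups the simulated share was 32.7% (from 28.2% to 37.3%), below the share in the data. Among the genes called, the median absolute log2 change was 0.17 with age and 0.19 with repopulation. In the authors' deposited table, 440 genes have an adjusted p under 0.05 for the age term and 200 for the repopulated term, and 164 have one for neither term. Of these, 413 of the age calls and 59 of the repopulated calls were also made here. The number of genes called with repopulation fell most with adjustment over 6145 genes, chosen after seeing the data, which left 1 gene. It was 2 without the aged-repopulated library P03 and 141 without the aged control library P10. Between aged-repopulated and young control brains the number was 11 without the young control library P08 and 59 without the aged-repopulated library P02. The median log2 level over the 689 genes was higher in aged controls than in young controls by 0.11. With each library centred on its median, 78 of 293 genes called with age were higher in aged controls, and 133 genes were called with repopulation, 111 higher and 22 lower. With each library corrected for its trend on transcript length, 145 genes were called with age and 6 with repopulation. The direction between aged-repopulated and young control brains reversed with centring and with the length correction, with more genes called lower than higher. It did so with quantile normalization too, and a correction for GC content gave equal numbers. Each of these scalings takes most genes as unchanged, whereas this table holds only genes that the authors called. A real shift of the called genes would be removed too, so the scalings cannot decide the direction.
Among the genes called with age whose groups did not overlap, the largest rises were in *Pisd-ps1*, *Pisd-ps2* and *Lgals3bp*. *Pisd-ps1*, annotated on chromosome 11 of GRCm38 from 3125904 to 3131004, rose from 39.3 ± 8.47 RPKM (SD, n = 3) in young controls to 107 ± 17.7 (SD, n = 3) in aged controls, a log2 change of 1.43 with a standard error of 0.15. *Pisd-ps2* rose by 1.18 and *Lgals3bp* by 0.99 on the log2 scale. *Pisd-ps1* and *Pisd-ps2* share sequence with *Pisd*, and the paper's text does not name how reads shared between genes were counted. The largest falls were in *Opalin*, *Itm2a* and *Gpcpd1*, with log2 changes of -0.53, -0.46 and -0.41. *Gpcpd1* was not called in the fits without P07, P08, P09, P11 or P12, and its change was -0.23 without the aged control library P12.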

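In the authors' deposited table, 102 genes have an adjusted p under 0.025 for the term that compares aged-repopulated with aged control brains, 60 of them lower and 42 higher after repopulation, and these are the genes of Figure 4a. All 102 changed in the same direction in the limma fit. At an adjusted p under 0.05, 51 of the 102 were called, 20 higher and 31 lower, and 2 were called without the aged-repopulated library P03. Adjusted over the list alone, 100 of the 102 were called, which is not independent evidence because the study chose the list on these libraries. Among the genes with an adjusted p under 0.05 whose groups did not overlap, the largest falls were in *Btg2*, *Fos* and *Dusp1*, immediate early genes that stress and neuronal activity induce within an hour. *Btg2* was 11.8 ± 2.44 RPKM (SD, n = 3) in aged controls and 3.65 ± 0.23 (SD, n = 3) in aged-repopulated brains. Its log2 change was -1.44 with a standard error of 0.16 and an adjusted p of 0.0030 from limma. *Fos* fell from 24.6 ± 5.55 to 10.7 ± 1.10 RPKM, with an adjusted p of 0.034 from limma, and had values from 0.053 to 0.081 in the fits without P01, P02, P03, P08, P11 or P12. *Dusp1* fell from 24.9 ± 4.05 to 11.8 ± 0.76 RPKM, with an adjusted p of 0.010 from limma. The largest rises among these genes were smaller. They were in *Sash1*, from 11.4 ± 1.01 to 13.6 ± 0.61 RPKM, in *Map1b*, and in *Ccp110*, from 17.7 ± 1.22 to 20.8 ± 1.44 RPKM. The log2 changes of *Sash1* and *Ccp110* were 0.24 and 0.22, with adjusted p values of 0.049 and 0.048 from limma, and neither had an adjusted p under 0.05 after the correction for transcript length.
The called genes also differed in transcript length. The longest annotated transcript had a median length of 7354 nucleotides for the 20 genes that were higher after repopulation and of 1990 nucleotides for the 40 genes that were lower, against 3178.5 for the table. Across 686 genes, which are not independent replicates, the log2 change with repopulation rose with transcript length (Spearman's rho 0.65).

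**Figure D1:**
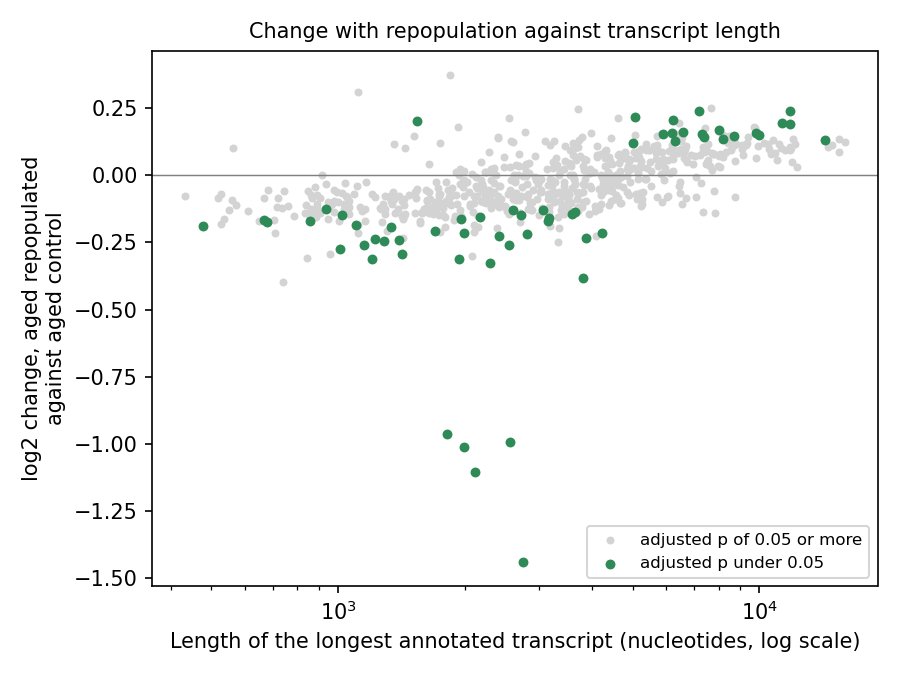
Log2 change between aged-repopulated and aged control brains (vertical axis) against the length of the longest annotated transcript in nucleotides (horizontal log axis), with 1 point per gene and the 60 called genes in green. Most genes above 0 have long transcripts, and a small set of genes lies near or below -1.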

The top differentially expressed genes between aged and aged‐repopulated brains (adj. *p* < 0.025) are displayed as a heatmap (Figure 4a). Hierarchical clustering demonstrated that the gene expression profile of aged‐repopulated brains resembled young control brains, rather than aged control brains, with aged microglia‐eliminated brains exhibiting an intermediate gene expression profile between aged brains and young controls for many genes. 

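The RPKM values of each gene, on the log2 scale, were converted into z-scores over the 9 libraries, and the distance between libraries was taken as 1 minus Pearson's correlation across genes. Over the 689 genes, the mean distance was 1.09 between aged-repopulated and young control libraries, 1.27 between aged-repopulated and aged control libraries, and 1.53 between aged control and young control libraries. Libraries of the same group lay closer, at 0.79 for aged-repopulated, 0.54 for aged control and 0.43 for young control. Average-linkage clustering placed the aged-repopulated libraries on the branch of the young controls and the aged controls on the other branch. The difference between the first pair of distances was -0.18, and an exact two-sided permutation test over the 1680 assignments of the libraries gave p = 0.198. In the simulations with no difference between any groups this difference was -0.18 on average, from -0.22 to -0.14. In simulations with the observed age differences and no effect of repopulation it was 0.75 on average, from 0.70 to 0.80, and with genes correlated as in the residuals of the fit it was 0.81, from 0.27 to 1.16. Over the 102 genes of Figure 4a the difference was -0.82 (exact permutation test, p = 0.019). Those genes were chosen on the difference between aged-repopulated and aged control brains. In the simulations with no difference between any groups, the 102 genes with the smallest p for this contrast gave a difference of -0.55 on average, from -0.69 to -0.41, and the 102 genes with the smallest p in the real libraries gave -0.78. Over all genes of the table the difference turned positive with the correction for transcript length (0.12), without the aged control library P11 (0.07) and without the aged control library P12 (0.04).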

The majority of genes affected by microglial replacement in the aged brain are expressed predominantly by neurons, rather than glia. 

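*Map1a*, *Map1b*, *Prepl*, *Ttll7*, *Clasp2* and *Nfasc*, which act on the cytoskeleton and neurites, and *Cltc*, *Kif1a*, *Kif1b*, *Kif21a*, *Dync1h1* and *Dnm3*, which act in endocytosis and transport along microtubules, are all in the table. *Map1b* lies on chromosome 13 of GRCm38 from 99421446 to 99516540. It was 102 ± 2.74 RPKM (SD, n = 3) in young controls, 85.9 ± 0.46 (SD, n = 3) in aged controls and 102 ± 5.99 (SD, n = 3) in aged-repopulated brains. Its log2 change was -0.25 with age and 0.24 with repopulation, each with a standard error of 0.04, and the adjusted p from limma was 0.0066 and 0.023. *Map1a*, on chromosome 2 from 121289600 to 121310832, was 109 ± 0.97 RPKM in young controls, 95.5 ± 3.31 in aged controls and 109 ± 3.76 in aged-repopulated brains. *Dync1h1*, on chromosome 12 from 110601452 to 110666945, was 49.3 ± 0.44, 45.9 ± 0.39 and 50.4 ± 0.07 RPKM in these groups. All 12 genes were lower in aged controls than in young controls, by log2 changes from -0.25 to -0.02, and 9 of them had an adjusted p under 0.05. *Kif1b*, *Kif21a* and *Dnm3* did not, with adjusted p values of 0.261, 0.135 and 0.648 from limma. All 12 were higher after repopulation than in aged controls, by log2 changes from 0.09 to 0.24. The adjusted p was under 0.05 for *Map1a*, *Map1b*, *Ttll7*, *Kif1a* and *Dync1h1*, and between 0.053 and 0.093 for the other 7 genes. Adjusted over the list alone, all 12 were called with repopulation and 9 with age, which is not independent evidence because the study picked the genes on these libraries. As a set, the 12 genes rose with repopulation (fry of limma, adjusted p = 0.00041 over 39 set tests). The same choice of genes makes a small p likely in this set test, so it is not independent evidence either. None of the 12 differed between aged-repopulated and young control brains at an adjusted p under 0.05, and 1 had an unadjusted p under 0.05. As a set, the 6 endocytosis and transport genes were higher in aged-repopulated than in young control brains (fry of limma, adjusted p = 0.034), with a median log2 difference of 0.04 and 5 of 6 higher. This direction depended on the scaling. Of the 6, 2 were higher with each library centred on its median, 0 with quantile normalization and 3 with the correction for GC content. With the correction for transcript length 5 of the 6 were higher. The number called with repopulation was 0 without P03, P08, P11 or P12 and 8 without the aged control library P10. With each library centred on its median, or with quantile normalization, all 12 were called with age, and 12 and 10 were called with repopulation. The longest transcripts of the 12 genes are between 3255 and 14342 nucleotides. After each library was corrected for its trend on transcript length, all 12 genes were still higher with repopulation and none had an adjusted p under 0.05 (3 had an unadjusted p under 0.05). With age, 1 of the 12 was then called (*Prepl*, adjusted p of 0.0094 from limma) and 4 had an unadjusted p under 0.05, and *Kif1a*, *Kif1b*, *Dync1h1* and *Dnm3* turned slightly positive.

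**Figure D2:**
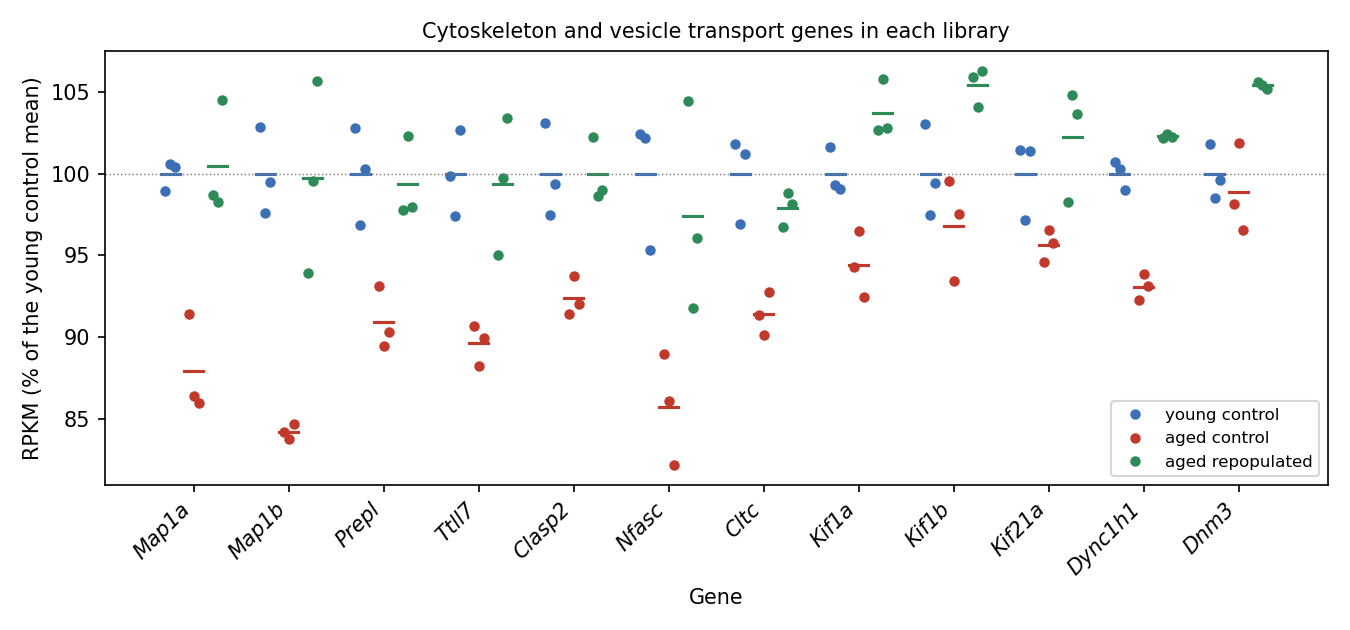
RPKM of the 12 genes in each library, as a percentage of the mean of the young controls. Points are libraries, and short lines are means of the 3 libraries of a group. Aged control libraries lie between 82.2% and 102%, and aged-repopulated libraries between 91.8% and 106%.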

Most of the downregulated genes in aging that were subsequently restored back to young control levels with microglial replacement are associated with actin cytoskeleton remodeling (*Map1a*, *Map1b*, *Prepl*, *Ttll7*, *Clasp2*, and *Nfasc*) or processes involved in neuronal and synaptic function—including endocytosis (*Cltc)* and microtubule transport (*Kif1a*, *Kif1b*, *Kif21a, Dync1h1, and Dnm3)*—all important for synaptic vesicle release. Indeed, integrated pathway analysis identified alterations in pathways associated with *behavior*, *development of neurons*, *microtubule dynamics*, *synaptogenesis*, and others (Figure 4b). 

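Of the 16 genes shown in the network of Figure 4b, 12 are coloured as higher and 4 as lower after repopulation. All 16 changed in the coloured direction between aged control and aged-repopulated brains. The 12 genes coloured as higher had log2 changes from 0.09 to 0.24, and 5 of them had an adjusted p under 0.05 from limma. They were *Map1a*, *Map1b*, *Ttll7*, *Kif1a* and *Peg3*, of which *Peg3* was named after its values were seen. The 4 genes coloured as lower, *Ybx1*, *Ssrp1*, *Tpm1* and *Smarcd3*, had log2 changes from -0.15 to -0.08, and 0 had an adjusted p under 0.05 (3 had an unadjusted p under 0.05). Adjusted over the list alone, 15 of the 16 were called, on a list the study drew from these libraries. As sets, the 12 genes rose (fry of limma, adjusted p = 0.00055) and the 4 genes fell (adjusted p = 0.0016 from the same test). The set tests rest on the same list and are not independent evidence. With age the 12 genes all moved the other way, by a median log2 change of -0.15, and 9 were called. The 4 genes were all higher with age, and 2 were called. With centring, quantile normalization and the correction for GC content, 2 of the 4 were higher with age and 0 were called. With the correction for transcript length, 0 of the 12 and 0 of the 4 were called with age (3 and 1 had an unadjusted p under 0.05), 3 of the 12 were higher and 2 of the 4 were lower with age, and 1 of the 4 was higher with repopulation. The number of the 16 called with repopulation was 12 with each library centred on its median, and 0 with the correction for transcript length, where 2 had an unadjusted p under 0.05. It was 9 without the aged control library P10, and 0 without P03, P08, P11 or P12.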

Selected microglia‐expressed genes are displayed as a heatmap (Figure 4c), showing broad reductions in their expression with elimination, and a lack of changes in myeloid cell gene expression between aged and aged‐repopulated brains. Thus, CSF1R inhibitor‐directed replacement of microglia in the aged brain has profound effects on gene expression related to neural processes, restoring many actin cytoskeleton and synaptic function‐related genes to young adult levels.

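Of 26 genes read from Figure 4c, 7 are in the deposited table: *Ctss*, *Laptm5*, *C1qa*, *C1qb*, *C1qc*, *Tyrobp* and *Csf1r*. The aged eliminated libraries are not analysed here. Between aged control and aged-repopulated brains the 7 genes had log2 changes from -0.07 to 0.13, with a median of 0.06. No gene had an adjusted p under 0.05 (limma, Benjamini-Hochberg), and 0 had an unadjusted p under 0.05, apart from the fit without the aged-repopulated library P01, in which 3 did. As a set the 7 genes gave an adjusted p of 0.779 (fry of limma). Of the 7 genes, 4 were higher with repopulation, and all 7 were with the corrections for transcript length and GC content. The direction rests on the aged-repopulated library P01, the highest for each gene: without it all 7 were lower, with a median log2 change of -0.08. *C1qa* was 18.5 ± 0.61 RPKM (SD, n = 3) in young controls, 35.6 ± 4.19 (SD, n = 3) in aged controls and 35.7 ± 10.9 (SD, n = 3) in aged-repopulated brains. Against young controls, 6 of the 7 genes were called higher in aged controls and 6 in aged-repopulated brains, and *Csf1r* was called in neither contrast. The count in aged-repopulated brains was 3 without the young control library P07 and 2 without P08 or P09, with all 7 genes still higher than in young controls and 6 with an unadjusted p under 0.05 in each of these fits. With each library centred on its median, or corrected for GC content, *Csf1r* was lower in aged controls than in young controls. The median log2 difference from young controls was 0.79 in aged controls and 0.74 in aged-repopulated brains.

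**Figure D3:**
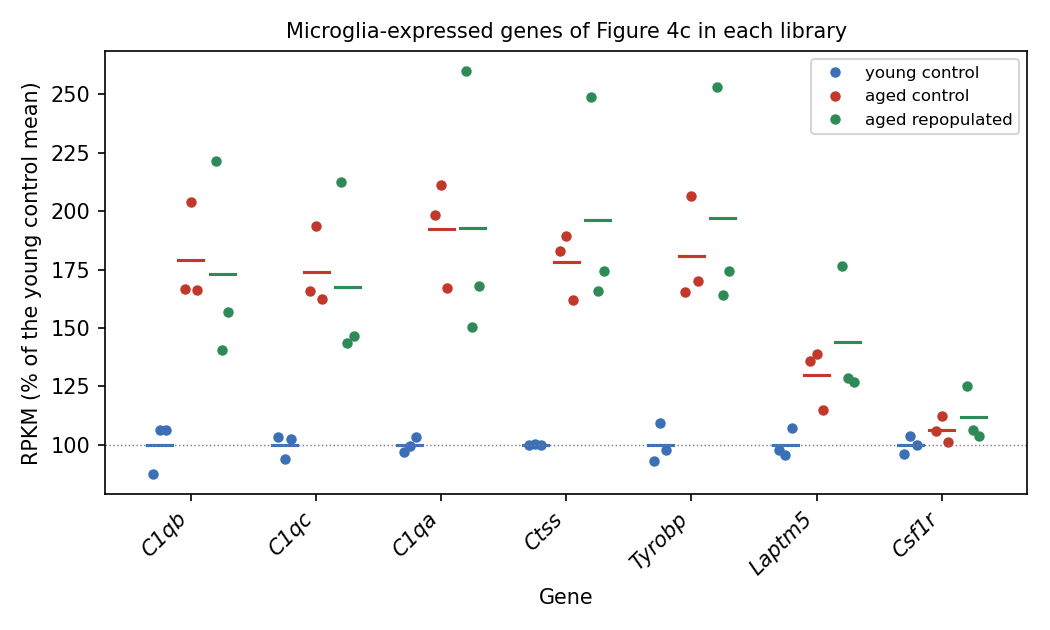
RPKM of the 7 microglia-expressed genes in each library, as a percentage of the mean of the young controls. Points are libraries, and short lines are means of the 3 libraries of a group. Aged control libraries lie between 101% and 211%, and aged-repopulated libraries between 104% and 260%, with 1 aged-repopulated library highest for each gene.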

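Of the 433 genes called with age, 410 (94.7%) changed in the opposite direction with repopulation, and 36 (8.31%) did so with an adjusted p under 0.05 in both contrasts (limma, Benjamini-Hochberg). The second share was 0.24% without the aged-repopulated library P03 and 26.0% without the aged control library P10. The median gene regained 52.7% of its log2 change with age. Both contrasts use the same aged control libraries, and the genes were selected on these libraries, so changes of opposite sign arise without any effect. In the simulations with no difference between any groups, 87.5% of the genes with the smallest p for age changed in the opposite direction (from 83.4% to 90.8%), and the median gene regained 54.2% (from 47.6% to 62.2%). Those simulations called at most 14 genes with age and at most 15 with repopulation. In 100 simulations with the observed age differences and no effect of repopulation, 56.2% changed in the opposite direction (from 50.1% to 62.8%) and the median gene regained 3.69%. Genes in those simulations were independent of each other. With genes correlated as in the residuals of the fit, 54.1% changed in the opposite direction (from 23.1% to 86.6%), and 0 of 100 simulations reached the observed share. These correlated simulations called up to 143 genes with repopulation and gave up to 8.31% reversed and called in both, and 1 of 100 reached the observed values of each. The share in the opposite direction was 84.8% with the correction for transcript length and 90.0% without the aged-repopulated library P02. Simulations with no difference between any groups gave from 83.4% to 94.5% for the length-corrected fit and from 81.6% to 89.7% for the fit without P02. Of the 433 genes, 30 still differed from young control brains after repopulation at an adjusted p under 0.05 (from 9 to 49 with 1 library left out). From the return of the downregulated cytoskeleton and synaptic genes, the paper concludes that replacement of microglia restores many such genes to the levels of young adults.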

**Figure 4:**
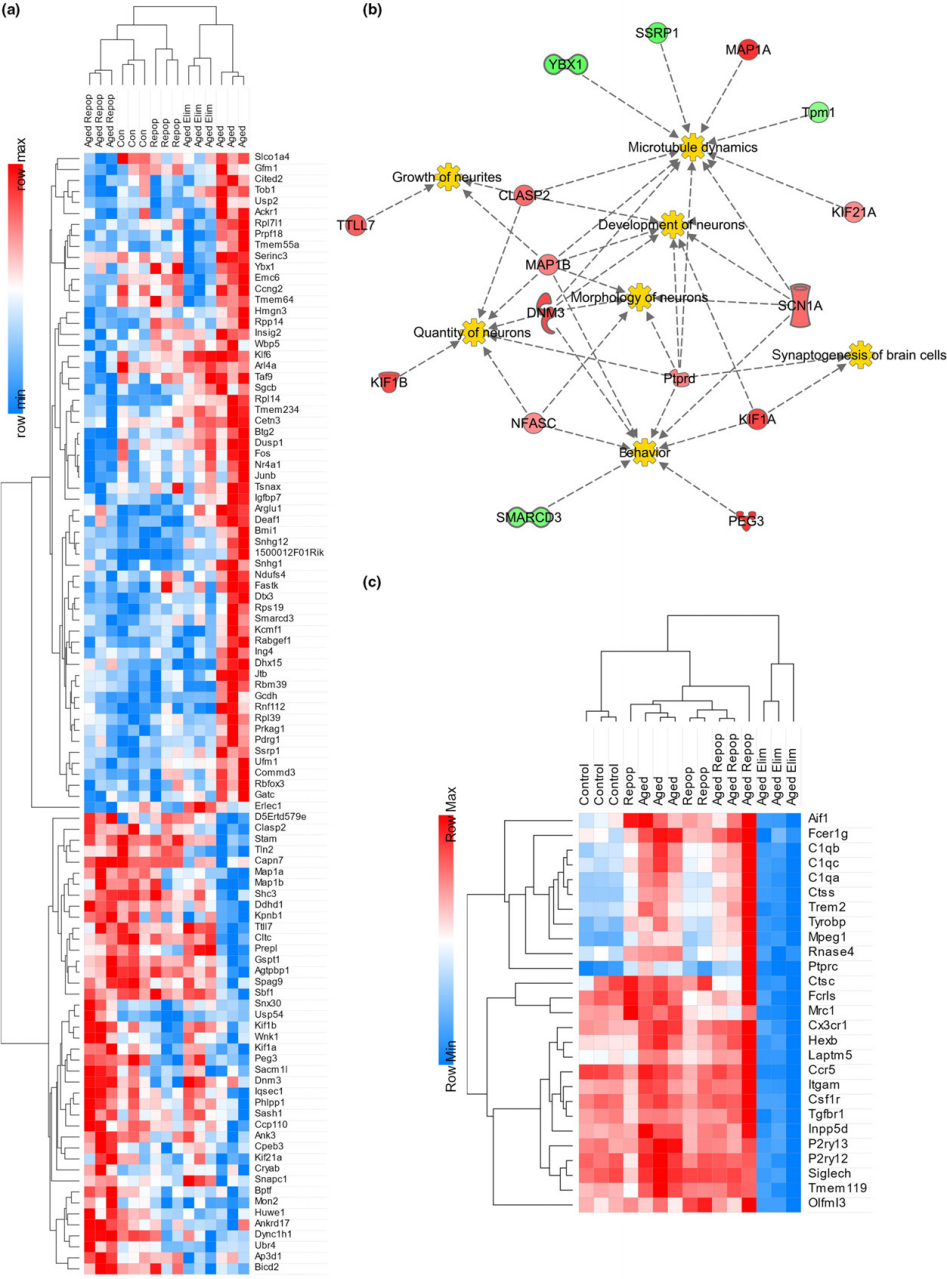
Microglial Replacement Alters Genes Associated with Actin Cytoskeleton Remodeling and Synaptic Function. RNA‐Seq analysis was performed (*n* = 3 mice/group) on brains from young control (Con), young microglia‐repopulated (Repop), aged control (Aged Con), aged microglia‐eliminated (Aged Elim), and aged microglia‐repopulated (Aged Repop) mice following behavioral testing. (a) Hierarchical clustering on gene level counts of differentially expressed genes (adj. *p* < 0.025 for Aged Con vs. Aged Repop) as a function of experimental treatment. Standardized count values are depicted by a heatmap (light blue to red). (b) Pathway analysis revealed that genes altered by repopulation in aged mice converged on areas of synaptogenesis and neurogenesis. (c) Selected microglial expressed genes shown as a heatmap

### 2.6 Microglia regulate neurogenesis

To expand on our pathway analysis findings, we next investigated the effects of microglial repopulation on neural processes. No differences in cortical neuronal numbers (NeuN^+^cells) were seen between any groups (Figure 5a,c). Neurogenesis in the dentate gyrus (DG) was assessed via administration of the thymidine analogue bromodeoxyuridine (BrdU), which is incorporated into the DNA of dividing cells, as well as staining for doublecortin (DCX), a marker of newly born neurons. A decline in neurogenesis is commonly observed in aging, and studies have indicated that this decline is in part due to chronically activated microglia (Barrientos, Kitt, Watkins, & Maier, 2015; Norden et al., 2015). As a result, aged mice exhibit markedly reduced neurogenesis, as seen by decreased levels of BrdU^+^ cells (*p* < 0.001, Figure 5b,d–e) and DCX staining (*p* < 0.001, Figure 5b,e–f) in the subgranular zone (SGZ) of the DG compared to young mice. Microglial elimination increased neurogenesis in young (BrdU: *p* = 0.041, tendency in DCX: *p* = 0.139) and aged mice (tendency in BrdU: *p* = 0.139, Figure 5b,d–f). However, these increases in neurogenesis with microglial elimination were restored to control levels following repopulation. Thus, these findings indicate that microglia can dynamically regulate the rate of neurogenesis.

**Figure 5:**
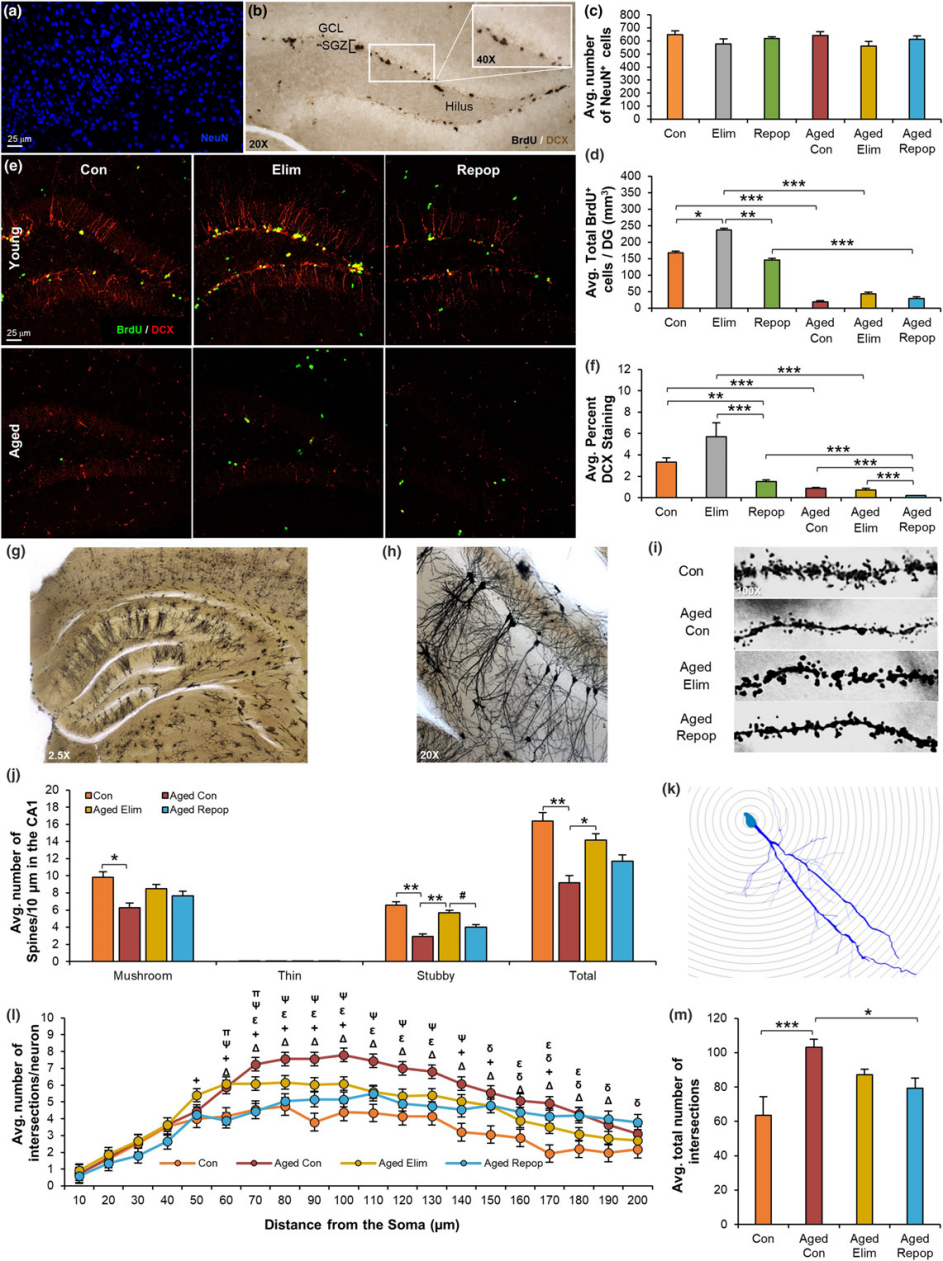
Microglial Elimination and Replacement Modifies Neurogenesis and Neuronal Morphologies. (a) Immunostaining for NeuN (neurons) in cortices from young control (Con), young eliminated (Elim), young microglia‐repopulated (Repop), aged control (Aged Con), aged eliminated (Aged Elim), and aged microglia‐repopulated (Aged Repop) mice. (c) Quantification of (a). (b) Representative image of 5’bromo‐2’‐deoxyuridine (BrdU) staining. (d) Quantification of BrdU^+^cells in the dentate gyrus (DG). (e) Immunostaining for BrdU (green) and doublecortin (DCX, red) in the DG. (f) Quantification of DCX from (e). (g–m) Golgi staining was performed (*n* = 3–5 mice/group) on Con, Aged Con, Aged Elim, and Aged Repop mice. Representative 2.5×, 20×, and 100× images of the hippocampus, demonstrating impregnation of neurons (g), dendritic branches (h), and CA1 pyramidal neurons (i) with Golgi stain. (j) Quantification of dendritic spine densities from CA1 neurons. (k) Representative image of a traced neuron and Sholl ring analysis. (l) Average number of dendritic intersections, plotted as distance from soma. (m) Treatment averages from (l). Data presented as means ± *SEM*. Statistical significance indicated as *p < 0.05, **p < 0.01, and ***p < 0.001 with statistical trends as ^#^ *p* < 0.10. Comparisons for (l): ^Δ^Con versus Aged Con; ^+^Con versus Aged Elim; ^δ^Con versus Aged Repop; ^ε^Aged Con versus Aged Elim; ^Ψ^Aged Con versus Aged Repop; ^π^Aged Elim versus Aged Repop

### 2.7 Microglial elimination and repopulation in aged mice alter dendritic spine densities and neuronal complexities

Given the changes in the expression of genes associated with *growth of neurites*, *morphology of neurons,* and s*ynaptogenesis*, we performed Golgi stains (Figure 5g), allowing for quantification of neuronal complexities (Figure 5h) and dendritic spine densities in CA1 neurons (Figure 5i). Aging reduced total CA1 dendritic spine densities (*p* = 0.009, Figure 5j), including both mushroom (*p* = 0.041) and stubby (*p* = 0.002) spines, which are considered to be the more functional/mature connections between neurons, compared with thin or filopodia spines (Parnass, Tashiro, & Yuste, 2000). Elimination of microglia for 14 days was sufficient to increase total spine densities (*p* = 0.042), demonstrating that microglia play a significant role in regulating dendritic synaptic densities, even in the aged brain. Subsequent microglial replacement in aged mice normalized stubby spine numbers to that of aged controls (Figure 5j), indicating that the new microglia in the aged brain actively sculpt the synaptic landscape. To explore neuronal complexities, we utilized Sholl analysis, overlaying concentric circles on traced neurons (Figure 5k–m). Aging increased CA1 neuronal complexity, with neurons from aged control mice displaying significantly more intersections than those from young mice (*p* < 0.001, Figure 5l,m). Similar results have been reported in rat hippocampal neurons (Pyapali & Turner, 1996) and may be a compensatory mechanism to counteract reduced spine numbers during aging. In an important way, both microglial elimination (tendency: *p* = 0.105), and subsequent repopulation (*p* = 0.017), appear to normalize the number of neuronal dendrite intersections in aged mice to that of young mice (Figure 5l–m).

### 2.8 Microglial repopulation in aged mice rescues deficits in long‐term potentiation

Given that microglial repopulation reversed age‐induced changes in actin cytoskeleton gene expression and neuronal morphology, as well as expression of genes involved in neuronal/synaptic function and plasticity, we sought to explore the functional consequences of microglial repopulation on synaptic plasticity. We performed direct measurements of long‐term potentiation (LTP) using theta burst stimulation (TBS) in the CA1b stratum radiatum of hippocampal slices of control, repopulated, aged, and aged‐repopulated mice. First, the effect of treatment on axon excitability was tested by generating input/output curves that measure the amplitude of the presynaptic fiber volley compared to the slope of the field excitatory postsynaptic potential (fEPSP) responses across a range of stimulation currents. No treatment differences were observed (Figure 6a). Next, we evaluated transmitter release kinetics using paired‐pulse facilitation (PPF), and again, no measurable group differences were observed at any given stimulus interval (Figure 6b). These data indicate that age and microglial state (resident/control cells vs. new/repopulated cells) did not alter baseline measures of synaptic transmission. At last, LTP was examined following a single train of five theta bursts to Schaffer collateral–commissural projections, which is the threshold for inducing stable potentiation in mice (White et al., 2016). TBS produced a robust and immediate potentiation in control brain slices, which briefly decayed over a 10–15‐minute period, to stabilize at ~70% above the pre‐TBS baseline (Figure 6c). Slices from young repopulated mice exhibited normal short‐ and long‐term potentiation, with no differences compared to controls. Most importantly, hippocampal slices from aged control mice exhibited profound impairments in LTP, which were completely rescued to control levels in slices from aged mice with repopulated microglia (Figure 6c). These findings indicate that replacement of microglia in aged brains can restore the neuronal physiological processes underlying memory to that of young controls.

**Figure 6:**
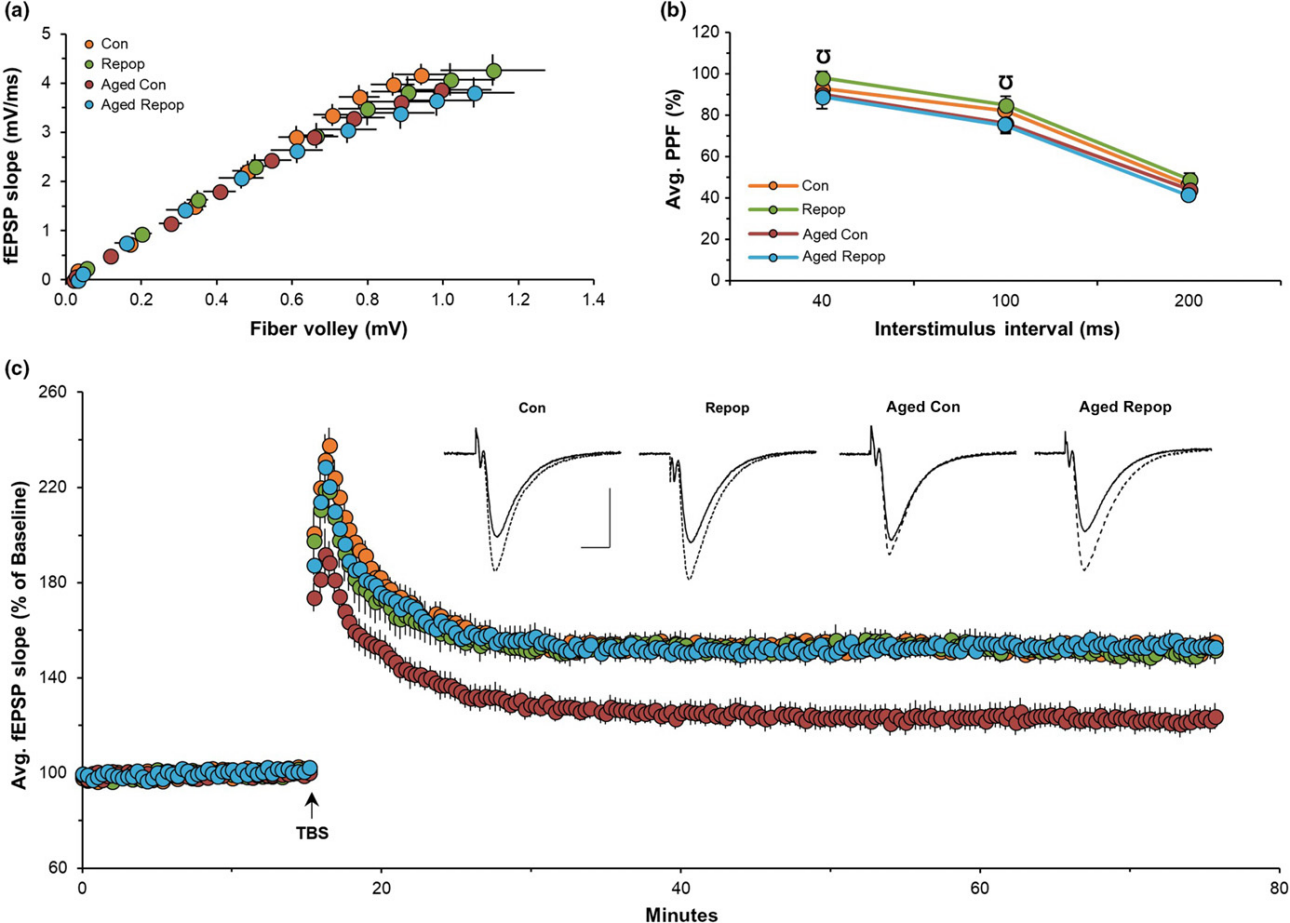
Microglial Replacement in Aged Mice Completely Reverses Impairments in Long‐Term Potentiation. (a–c) Field excitatory postsynaptic potential (fEPSPs) recordings in the CA1b stratum radiatum of hippocampal slices from young control (Con), young microglia‐repopulated (Repop), aged control (Aged Con), and aged microglia‐repopulated (Aged Repop) mice (*n* = 8–9 slices/group). (a) Input/output curves. (b) Paired‐pulse facilitation (PPF). (c) Long‐term potentiation (LTP) was induced using theta burst stimulation (TBS) with analysis of 70–80 min. Inset: Representative traces of field responses during baseline (solid line) and 1 hr after TBS (dotted line). Scale bar: 1 mV per, 5 ms. Data presented as means ± *SEM*. Comparisons for (b): ^Ʊ^Repop versus Aged Repop

## 3 DISCUSSION

Microglial activation is a hallmark of aging and studies have shown that microglial phenotype and function are altered in the aged brain [reviewed in (Mosher & Wyss‐Coray, 2014)]. To explore how the replacement of aged microglia with new cells affects and shapes the resultant tissue, we employed a method of CSF1R inhibitor‐induced microglial elimination and repopulation. While we were able to efficiently eliminate the vast majority of microglia in both young and aged brains, we found an increased number of surviving microglia in the hippocampus of aged mice. Measurements of the chow‐administered PLX5622 in both plasma and brain tissue revealed a comparable reduction in inhibitor levels in aged mice, reflecting either reduced chow‐intake with aging, an increased metabolism and excretion of the compound, or an altered sensitivity of microglia with age. Recent data indicate that repopulating microglia with PLX5622 mainly derive from proliferation of surviving microglia (Huang et al., 2018), suggesting that regardless of the comparative extent of microglial depletion, the source of the resultant tissue is the same. Moreover, cell proliferation can reset (Bufalino & van der Kooy, 2014; Unruh, Slaughter, & Li, 2013) and rejuvenate (Chishti et al., 2013; Pattabiraman & Kaganovich, 2014) cellular phenotypes. Superficially the new microglial tissue mirrors that found in the young adult brain, as opposed to the aged tissue it replaces. Age‐related increases in microglial numbers, as well as shorter, thicker processes, were reversed with microglial replacement. Furthermore, the proportion of CD68^+^/IBA1^+^ microglia was dramatically reduced in aged mice with repopulated microglia, comparable to that of young controls. Therefore, it appears that following the act of microglia replacement, the newly repopulated microglia in the aged brain maintain the morphological properties of cells found in the young adult brain. The physical characteristics of the repopulated microglial tissue were explored 28 days following inhibitor withdrawal; as such, it is currently unknown if these phenotypes would persist or change with more time and require further investigation.

As microglia mediate neuroinflammatory responses through the production of a variety of signaling molecules, including cytokines and chemokines, which can themselves modulate cognition (Barrientos et al., 2015; Patterson, 2015), we sought to explore changes in inflammatory‐related genes with microglial repopulation in aging. We found that microglial replacement in the aged brain did not affect expression of immune signaling molecules, either at basal levels or in response to a peripheral LPS challenge. These data suggest that the repopulated microglial tissue relies on local cues for immune signaling and appears to inherit the inflammatory‐related expression properties of the cells they replace. Similar observations have been made in a study accessing the effects of microglial repopulation in the basal ganglia, where repopulated microglia exhibited similar cell densities and tissue coverage to those of their control counterparts, suggesting local extrinsic factors influence microglial anatomical and functional properties (De Biase et al., 2017).

While the current study revealed the ability to renew the entire microglial tissue in the aged brain, the effects of this process on neurons were among the most profound findings. Acute microglial replacement reversed age‐induced changes in many neuronal and synaptic‐related genes, in that gene expression patterns in 24‐month‐old mice resembled those observed in 4‐month‐old mice. In a specific way, genes associated with either actin cytoskeleton remodeling or synaptic vesicle release were downregulated with aging and subsequently restored to young adult levels with microglial replacement. Several of these genes are associated with microtubule (*Map1a*, *Map1b) *and cytoskeleton dynamics (*Prepl; *Morawski et al., 2013), and neurite (*Ttll7, Nfasc;* Ikegami et al., 2006; Wang & Bixby, 1999) as well as axon/dendrite outgrowth (*Clasp2*; Beffert et al., 2012). In addition, several genes play a role in endocytosis (*Cltc)* and microtubule transport (*Kif1a*, *Kif1b*, *Kif21a, Dync1h1, and Dnm3)*—all important in synaptic vesicle release. In accordance with the restoration of gene expression changes, microglial elimination and repopulation restored age‐related reductions in neuronal complexities to those found in the young brain, while also modulating dendritic spine densities. Crucially, actin cytoskeleton remodeling is highly associated with synaptic plasticity and memory (Lamprecht, 2014), as is synaptic vesicle release (Alabi & Tsien, 2012), and we found that microglial replacement fully restores LTP, the synaptic mechanism underlying memory formation, in 24‐month‐old mice to levels comparable to 4‐month‐old mice.

Intermediate effects on gene expression were observed in aged microglia‐depleted mice, which at the RNA level, exhibited expression profiles between those identified in aged and young mice. In addition, microglia‐eliminated mice displayed increases in both dendritic spine densities and neurogenesis in aged mice, suggesting that the elimination of microglia has profound effects on the aged brain, likely priming the brain for further beneficial effects of subsequent microglial repopulation. In support of this, our results share many commonalities with the appearance of microglia during brain development. Neuronal dendritic spine densities and connections are elevated during brain development. These synapses are subsequently pruned and the neuronal circuits sculpted/refined by the appearance and proliferation of microglia during key critical periods (Brown & Neher, 2014; Kettenmann et al., 2013; Paolicelli et al., 2011). Evidence for the importance of microglia‐mediated synaptic pruning and refining during development comes from observations that transgenic mice with perturbed microglial function have impaired cognitive function and synaptic plasticity (Rogers et al., 2011), decreased synaptic pruning, and display autistic‐like phenotypes (Zhan et al., 2014). Microglia numbers are elevated during the period of synaptic pruning in development, and following this, microglia numbers then fall to those found in the adult mouse brain (Nikodemova et al., 2015). Microglia during development also control neuronal survival and proliferation (Aarum, Sandberg, Haeberlein, & Persson, 2003; Ueno et al., 2013). Our results show that the elimination and reintroduction of microglia to the aged brain also have marked and parallel effects on neurogenesis, neuronal morphologies/circuitries, and synaptic and behavioral function. Whether these beneficial effects persist for longer periods than the 28 days investigated here is unknown and requires further investigation.

While the long‐term elimination of microglia in humans is not currently feasible (e.g., the implications of microglial absence in the face of CNS infection or injury remain unclear), data from a clinical trial indicate that microglia are effectively eliminated from humans with short‐term administration of a CSF1R inhibitor (Butowski et al., 2016), and moreover, CSF1R inhibitor‐dependent microglial elimination and repopulation are observed in nonhuman primates (Hillmer et al., 2017). Thus, short‐term CSF1R inhibitor administration, followed by drug withdrawal, appears feasible in humans using existing compounds, allowing the possibility of microglial replacement in humans. As such, microglial replacement may represent a novel approach in many conditions, notably in aging populations, conferring beneficial effects by broadly manipulating neuronal structure and function through microglia, as detailed in this study.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Experimental Design

All rodent experiments were performed in accordance with animal protocols approved by the Institutional Animal Care and Use Committee at the University of California, Irvine (UCI).

*Mice:* Male C57BL/6 young (~3 months) mice were obtained from The Jackson Laboratory (Jax). Aged (22 months) mice were obtained from the aged rodent colony of the National Institutes on Aging (originally taken from the C57BL/6 Jax colony).

*Treatments:* To eliminate microglia, PLX5622 was administered for 7 days (Supporting Information Figure S1) or 14 days (all other figures). To stimulate microglial repopulation, PLX5622 was withdrawn at the indicated time point(s) for each assay, resulting in microglial repopulation ranging from 3 to 28 days. For LTP analyses, recordings began after 28 days repopulation, thus mice were sacrificed 4–8 weeks after inhibitor removal. Experimental groups include young control (denoted as Con in figures), young microglial‐eliminated (Elim), young microglial‐repopulated (Repop), aged control (Aged Con), aged microglial‐eliminated (Aged Elim), and aged microglial‐repopulated (Aged Repop).

All detailed methods are available in the Supporting Information Appendix S1.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Replacement of microglia in the aged brain reverses cognitive, synaptic, and neuronal deficits in mice
**Source:** Aging Cell. 2018 Oct 2;17(6):e12832. doi: 10.1111/acel.12832
**Supplement:** Supplementary file 4

**Replacement of Microglia in the Aged Brain Reverses Age-Induced Cognitive, Synaptic, and Neuronal Deficits in Mice**

**Running Title:** Microglial repopulation rescues aging deficits

Monica R. P. Elmore^1,2,τ^, Lindsay A. Hohsfield^1,2, τ^, Enikö A. Kramár^1^, Lilach Soreq^3,4^, Rafael J. Lee^1,2^, Stephanie T. Pham^1,2^, Allison R. Najafi^1,2^, Elizabeth E. Spangenberg^1,2^, Marcelo A. Wood^1^, Brian L. West^5^, and Kim N. Green^1,2^*

^τ^ These authors contributed equally to this study.

3208 Biological Sciences III

University of California, Irvine (UCI)

Irvine, CA 92697, USA

Keywords: microglia, colony-stimulating factor 1 receptor, plx5622, repopulation, long-term potentiation, aging

**Experimental Procedures:**

**Compounds**

CSF1R inhibitor (PLX5622) were provided by Plexxikon Inc. (Berkeley, CA, USA) and formulated in standard chow by Research Diets Inc. (New Brunswick, NJ, USA) at 1200 ppm chow.

**Experimental Design**

All rodent experiments were performed in accordance with animal protocols approved by the Institutional Animal Care and Use Committee at the University of California, Irvine (UCI). Animals were provided with housing allowing open access to food and water under 12 h/12 h light-dark cycles.

*Mice:* Male C57BL/6 young (~3 months) mice were obtained from The Jackson Laboratory and aged (22 months) mice were obtained from the National Institutes on Aging aged rodent colony. Of note, both aged and young mice derive from the same C57BL/6 strain.

*Treatments:* To eliminate microglia, PLX5622 was administered ad libitum for 7 days (Supplemental Figure 1) or 14 days (all other figures). Animal weights were monitored over the course of the study to ensure adequate animal welfare. To stimulate microglial repopulation, PLX5622 was withdrawn at the indicated time point(s) for each assay, resulting in microglial repopulation ranging from 3 to 28 days. For LTP analyses, recordings began after 28 days repopulation, thus mice were sacrificed 4 to 8 weeks after inhibitor removal. Experimental groups include: young control (denoted as Con in figures), young microglial-eliminated (Elim), young microglial-repopulated (Repop), aged control (Aged Con), aged microglial-eliminated (Aged Elim), and aged microglial-repopulated (Aged Repop).

*LPS:* Lipopolysaccharide (LPS; *Escherichia coli* 0111:B4; Cat. #L4130, Sigma-Aldrich, St. Louis, MO, USA) was dissolved in phosphate-buffered saline (PBS) and administered intraperitoneally at a dose of 0.33 mg/kg body weight 6 or 48 hours prior to sacrifice. Appropriate PBS controls were utilized.

*BrdU labeling:* Bromodeoxyuridine (BrdU; Cat. #000103, Thermo Fisher Scientific, Waltham, MA, USA) injections were administered intraperitoneally to all mice at a dose of 1 ml/100 g body weight (per manufacturer’s instructions) twice daily for 5 consecutive days immediately prior to sacrifice.

Mice were sacrificed via carbon dioxide inhalation and perfused transcardially with 1X PBS. Brains were extracted and dissected down the midline, with one half flash-frozen for subsequent RNA and protein analyses, and the other half drop-fixed in 4% paraformaldehyde. Fixed brains were cryopreserved in 30% sucrose, frozen, and sectioned at 40 μm on a Leica SM2000 R sliding microtome for subsequent immunohistochemical analyses.

**Immunohistochemistry and Microscopy**

Fluorescent immunolabeling followed a standard indirect technique (i.e. primary antibody followed by fluorescent secondary antibody), as previously described ([M. R. P. Elmore et al., 2014](#_ENREF_4)). Primary antibodies include: IBA1 (1:1000; Cat. #019-19741, Wako, Richmond, VA, USA), IB4 (1:200; Cat. #I21414, Thermo Fisher Scientific, Waltham, MA, USA), P2RY12 (1:200, Cat. #HPA014518, Sigma-Aldrich, St. Louis, MO, USA), TMEM119 (1:200, Cat. #ab209064, Abcam), CD68 (1:1000; Cat. #MCA1957GA, Bio-Rad, Hercules, CA, USA), BrdU (1:500; Cat. #ab6326, Abcam), NeuN (1:1000; Cat. #MAB377, EMD Millipore, Billerica, MA, CA), and DCX (1:500; Cat. #sc-8066, Santa Cruz Biotechnology, Dallas, TX, USA). High resolution fluorescent images were obtained using a Leica TCS SPE-II Confocal microscope. To quantify BrdU^+^ cells, counting was performed in the subgranular zone (SGZ) and granule cell layer (GCL) in serial brain sections (every 6^th^, 40 μm thickness) throughout the hippocampus by a blinded observer using a Zeiss Axioskop upright light microscope and corrected for total hippocampal volume (calculated using StereoInvestigator software (Microbrightfield) and the Cavalieri estimator function). Microglial morphology was determined using the filaments module in Bitplane Imaris 7.5, as described previously ([M. R. Elmore, Lee, West, & Green, 2015](#_ENREF_3)). Cell quantities were determined using the spots module in Imaris. Percent coverage measurements were determined in Image J (NIH).

**PK Analysis**

PLX5622 concentration in plasma and cerebellum were analyzed for pharmacokinetic (PK) data by Integrated Analytical Solutions, Inc. (Berkeley, CA, USA).

**Behavioral and Cognitive Tests**

Mouse behavior and cognition was evaluated using the elevated plus maze, the open field arena, accelerating rotarod, and the Morris water maze, in the order listed, and as previously described ([M. R. Elmore et al., 2015](#_ENREF_3)).

**RNA Extraction and Nanostring Analyses**

RNA was extracted and purified from frozen half brains using an RNA Plus Universal Mini Kit (Cat. #73404, Qiagen, Hilden, Germany). For nCounter© analysis, total RNA was diluted to 20 ng/μl and probed using an nCounter© Mouse Immunology panel (Nanostring Technologies, Seattle, WA, USA) profiling 561 immunology-related mouse genes. Counts for target genes were normalized to the best fitting house-keeping genes as determined by nSolver software. Multivariate linear regression analysis was performed using Nanostring nSolver software to determine differentially expressed genes between groups (adj. p <0.05, Benjamini-Yekutieli FDR). Normalized raw expression values are displayed as a heatmap with hierarchical clustering utilizing Morpheus (Broad Institute).

**RNA-Sequencing Library Preparation and Data Analysis**

Gene level expression values from the following groups of control and microglia repopulated mice were analyzed: Con, Repop, Aged, Aged Elim, and Aged Repop. Each group included three mice from which whole transcriptome RNA sequencing libraries were produced. Overall, 23,881 genes were detected as expressed. Casava (version 1.8.2) was used for base calling and ELAND v2 was used for genome alignment to the UCSC mouse genome (version MM10). 

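RPKM divides the reads of a gene by the length of its transcript and by the number of mapped reads of the library. It is meant for comparison between genes and libraries, although the libraries analysed here still differed in median level and in trend on transcript length. It no longer holds the number of reads behind a value. All 689 genes of the deposited table exceed 10 RPKM in at least 1 of the 9 libraries analysed here. The mean over the 9 libraries exceeds 10 RPKM for 673 genes, and 68 genes are at or under 10 RPKM in at least 1 library. The p of the overall F test in the authors' deposited table is that of an F distribution with 4 and 10 degrees of freedom for 688 of the 689 genes, which corresponds to 5 groups and 15 libraries. The sign of the authors' t for the repopulated term is the sign of the RPKM difference between aged-repopulated and aged control libraries for all 689 genes.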

To determine the association between the population genes (N=23,881) and the various experimental comparisons, we first threshold the data (RPKM > 10, N= 6145) and within this subset we measure the fit of a Generalized Linear regression model (GLM) to the RPKM (Reads Per Kilobase of transcript per Million mapped reads) measurements as a function of both Age (young & aged) and experimental condition (control, repopulated & eliminated) as well as the interaction between the two factors for each gene independently. Following this step, we corrected for multiple comparison across all the coefficient terms using false discovery rate (FDR, with q=0.05). 

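A false discovery rate correction raises each p by an amount that depends on how many tests were made and on how many of them had a smaller p. In the limma fit of the 9 libraries, 10 of the 689 genes had an adjusted p under 0.025 between aged-repopulated and aged control brains, 2 higher and 8 lower after repopulation. For age this count was 347, and for aged-repopulated against young control brains it was 28.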

Lastly, we threshold the adjusted p (Alpha=0.05 🡪 N=689, Alpha=0.025 🡪 N=75). All the statistical and classification analyses were performed using target scripts programmed in Matlab (version 2016a). 

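A z-value gives the distance of a library from the mean of a gene in units of the standard deviation of that gene over the libraries. A gene that changes by a few percent therefore fills the colour range of a heatmap as fully as a gene that changes by several-fold. Among the genes of Figure 4a, log2 changes between aged control and aged-repopulated brains ranged from -1.44 to 0.31, and their median was 0.13 for the genes higher after repopulation and -0.15 for the genes lower.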

Data were transformed into Z-values, hierarchical clustering performed (one minus pearsons correlations), and heatmaps generated using Morpheus (Broad Institute - <https://software.broadinstitute.org/morpheus/>). Pathway analysis was performed using Ingenuity Pathway Analyses (IPA) software (Qiagen). The RNA sequencing expression dataset is under the Gene Expression Omnibus (GEO) ([Edgar, Domrachev, & Lash, 2002](#_ENREF_2)), accession number GSE94042. <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=afctauaurxybdyr&acc=GSE94042>

**Dendritic Spine and Sholl Analyses**

Brains were processed and spine data gathered as previously described ([Spangenberg et al., 2016](#_ENREF_8)). In short, five non-primary apical dendrites in the CA1 of each mouse (n=3-5 mice/group) were traced, spine densities quantified, and spine type characterized (mushroom, thin, or stubby ([Peters & Kaiserman-Abramof, 1970](#_ENREF_6))). Traced neurons were analyzed via Sholl analysis using Neurolucida software.

**Long-Term Potentiation**

Hippocampal slices (n=8-9 slices/group) were obtained from Con, Repop, Aged Con, and Aged Repop mice starting 28 days after the CSF1R inhibitor was removed. Hippocampal slices were prepared as previously described ([Barrett et al., 2011; Lopez et al., 2016](#_ENREF_1)) and the electrophysiologist was blinded to treatment. Baseline levels of synaptic transmission were assessed via 1) input/output curves (amplitude of the presynaptic fiber volley to the field excitatory postsynaptic potentials (fEPSPs) slope across a range of stimulating currents) and 2) paired-pulse facilitation ((PPF) of the initial slope of the synaptic response (40, 100, and 200 ms inter-pulse intervals)). fEPSPs were recorded from CA1b stratum radiatum using a single glass pipette (2–3 MΩ). Bipolar stainless-steel stimulation electrodes (25 μm in diameter, FHC) were positioned at two sites (CA1a and CA1c) in the apical Schaffer collateral–commissural projections to provide activation of separate converging pathways of CA1b pyramidal cells. Pulses were administered in an alternating fashion to the two electrodes at 0.03 Hz using a current that elicited a 50% maximal response. After establishing a stable baseline, LTP was induced by delivering five theta bursts (each burst containing four pulses at 100 Hz and bursts were separated by 200 ms). Data were collected and digitized by NAC 2.0 Neurodata Acquisition System (Theta Burst Corp., Irvine, CA, USA).

**Statistical Analysis**

Data were checked for adherence to statistical assumptions (e.g., homogeneity of variance and normality of residuals, etc. ([Grafen & Hails, 2002](#_ENREF_5))) by plotting the residuals within Statistical Analysis Systems (SAS) software (Institute Inc., Cary, NC, USA), and data were transformed as necessary to meet these assumptions. Statistical analysis was performed using a one-way (e.g., treatment) or two-way analysis of variance (ANOVA) (e.g., Age x Diet) with a Tukey post hoc test. For animal behavior acquisition trials (i.e., Rotarod and Morris water maze acquisition trials) a three-way (e.g., Age x Diet x Time) repeated measures ANOVA was performed. A three-way (e.g., Age x Diet x Distance) ANOVA was performed for Sholl analysis. To evaluate biologically relevant interactions between groups for behavioral/cognitive endpoints, post hoc planned pairwise comparisons were employed ([Ruxton & Beauchamp, 2008](#_ENREF_7)). Results from post hoc comparisons are reflected in figures. See “RNA-sequencing library preparation and data analysis” section above for specific methods used to analyze the RNA-Seq data. See “RNA Extraction and NanoString Analyses” for methods used to analyze Nanostring data. The fEPSP slope for LTP was analyzed using a general linear model in SAS. For clarity to the reader, the data are presented as raw means ± standard error of the mean (SEM), regardless of statistical transformation. For analyses, statistical significance was accepted at *p<0.05, **p<0.01, and ***p<0.001 and statistical trends at ^#^p<0.10.

**Supplemental Figure Legends:**

**Supplemental Figure 1: Microglial Elimination and Replacement with PLX5622. A-H)** C57BL/6 mice (~2 mo, n=3 mice/group) were fed control chow or PLX5622 (1200 ppm in chow) for 7 days to eliminate microglia. In three groups, the inhibitor was withdrawn, and the brains investigated 3, 7, and 21 days later. **A)** IBA1^+^ staining (green) in half-brain sections are shown, where each white dot represents a microglial cell. **B)** Representative cortex images with IBA1^+^ (green) and IB4^+^ (red) staining. **C)** Quantification of IBA1^+^ cells revealed that 7 d of PLX5622 eliminated ~85% of microglia and drug withdrawal stimulated rapid repopulation with IBA1^+^ cells. **D)** Repopulating cells had larger cell bodies compared to control microglia, which normalized to control levels over the course of repopulation. **E)** Repopulating microglia were also reactive for IB4, which again normalized to controls by 21 d repopulation. Data presented as means ± SEM. Statistical significance indicated as *p<0.05 and statistical trends as ^#^p<0.10.

**Supplemental Figure 2: Mouse body weights.** Mouse body weights shown for Con, Repop, Aged Con, and Aged Repop groups from the start to the cessation of CSF1R inhibitor treatment (n=9-10 mice/group). Data presented as raw means ± SEM and statistical significance indicated as *p<0.05, **p<0.01, and ***p<0.001.

**References:**

Barrett, R. M., Malvaez, M., Kramar, E., Matheos, D. P., Arrizon, A., Cabrera, S. M., . . . Wood, M. A. (2011). Hippocampal focal knockout of CBP affects specific histone modifications, long-term potentiation, and long-term memory. *Neuropsychopharmacology, 36*(8), 1545-1556. doi:10.1038/npp.2011.61

Edgar, R., Domrachev, M., & Lash, A. E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res, 30*(1), 207-210.

Elmore, M. R., Lee, R. J., West, B. L., & Green, K. N. (2015). Characterizing newly repopulated microglia in the adult mouse: impacts on animal behavior, cell morphology, and neuroinflammation. *PLoS One, 10*(4), e0122912. doi:10.1371/journal.pone.0122912

Elmore, M. R. P., Najafi, A. R., Koike, M. A., Dagher, N. N., Spangenberg, E. E., Rice, R. A., . . . Green, K. N. (2014). Colony-stimulating factor 1 receptor signaling is necessary for microglia viability, unmasking a cell that rapidly repopulates the microglia-depleted adult brain. *Neuron, 82*, 380-397. doi:DOI: 10.1016/j.neuron.2014.02.040

Grafen, A., & Hails, R. (2002). Modern Statistics for the Life Sciences.

Peters, A., & Kaiserman-Abramof, I. R. (1970). The small pyramidal neuron of the rat cerebral cortex. The perikaryon, dendrites and spines. *Am J Anat, 127*(4), 321-355. doi:10.1002/aja.1001270402

Ruxton, G. D., & Beauchamp, G. (2008). Time for some a priori thinking about post hoc testing. *Behavioral Ecology, 19*(3), 690-693. doi:10.1093/beheco/arn020

Spangenberg, E. E., Lee, R. J., Najafi, A. R., Rice, R. A., Elmore, M. R., Blurton-Jones, M., . . . Green, K. N. (2016). Eliminating microglia in Alzheimer's mice prevents neuronal loss without modulating amyloid-beta pathology. *Brain, 139*(Pt 4), 1265-1281. doi:10.1093/brain/aww016

How the deposited data were processed for this re-analysis (not part of the article)

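RNA-seq libraries of hemibrains from 3 young control, 3 aged control and 3 aged-repopulated mice were analysed. The libraries of young repopulated and aged eliminated mice are not analysed here. The labels give each library its group and a number of its own, with no number shared between groups, so no pairing was used.

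The authors called bases with Casava, aligned reads to mm10 with ELAND, computed RPKM per gene, kept genes above 10 RPKM (6145 genes) and fitted a generalized linear model to the RPKM values with age, microglial state and their interaction. Their deposited table holds the RPKM of the 689 genes called by that model, without read counts, and replicates are not pooled. The same table holds the authors' F and t scores, the p-value of the overall F test, and an adjusted p-value for the age term and for the repopulated term. The counting step and the handling of reads shared between genes are not named in the paper's text. No column of library values was left unmapped (0 columns). Every gene symbol occurs once.

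Read depth is unknown. For 411 genes, RPKM was searched for steps that whole reads would leave, given transcript lengths, and the best mean cosine per library was between 0.133 and 0.153, where perfect steps give 1. No counting error or detection floor is therefore given, and the precision rests on the spread between the 3 libraries of a group. No library pair held identical values.

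From the deposited RPKM, log2(RPKM + 1) was tested with limma 3.58.1 in R 4.3.3, with all 9 libraries in one fit, the contrasts of aged control against young control, aged repopulated against aged control and aged repopulated against young control, and Benjamini-Hochberg adjustment over the 689 genes at 0.05. Gene lists were tested with fry from the same package, on the values as deposited only, with adjustment over 39 tests. The distance between libraries was 1 minus Pearson's correlation of z-scores, tested with an exact two-sided permutation over 1680 assignments, the smallest possible p being 0.0012. Average-linkage clustering was used for the libraries. Shared aged control libraries and the selection of genes were simulated 100 times, for 6145 genes without any difference and for the table's genes with the observed age differences only. The second simulation was also run with genes correlated as in the residuals, which was added after the other simulations were seen. Because the first simulation called too few genes with age to give a share, the share was taken over the 433 genes with the smallest p for age, a measure chosen after its first run. The share of genes without overlap in the simulations was also added after the results were seen. So were 100 more simulations of each kind for the fit without the aged-repopulated library P02 and for the length-corrected fit, with the share taken over the 419 and the 145 genes with the smallest p for age. Those for the length-corrected fit draw and select genes on corrected values, whereas the authors selected on uncorrected ones. A value that does not overlap between 3 libraries and 3 others has a chance share of 10%. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

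Gene coordinates, the length and the GC content of the longest basic protein-coding transcript, or of the longest transcript where there is none, were taken from GENCODE M21 on GRCm38, the assembly also called mm10. Of the 689 symbols, 686 matched, 19 of them through an older symbol. Shared sequence between *Pisd* and its pseudogenes was counted in stretches of 50 bases.

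The code was tested on simulated data. With 200 of 689 genes changed, 4.5% were recovered at a log2 change of 0.1, 81.5% at 0.2 and 97% at 0.4, and 0 genes were called when none was changed. When a trend on transcript length was added to the simulated aged control libraries, 322 genes were called before the length correction and 0 after it, and 175 of 200 changed genes unrelated to length were recovered after it.

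The genes named in the text follow a rule fixed before the data were examined, as were the tests, the gene lists and the alternatives, with the exceptions given. The rule takes every gene that the results section names for the RNA-seq, the 3 largest rises and the 3 largest falls in log2 among genes with an adjusted p under 0.05 and no overlap between groups, for age and for repopulation, and *Fyn* and *Cx3cr1*, neither of which is in the table. *Pisd* and the members of the microglial, immediate early, neuronal, endothelial and Figure 4b lists that are named were named after their values were seen.

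The alternatives were a pseudocount of 0.1 or 10 in place of 1, untransformed RPKM, centring of each library on its median, quantile normalization, a loess correction of each library for log2 transcript length, a minimum mean of 20 RPKM (341 genes), a fit of only the groups compared, no variance moderation, each library left out in turn, a threshold of 0.025, Spearman's correlation, and the Figure 4a genes alone. Adjustment over 6145 genes and a loess correction for GC content were added after the data were seen. Centring, quantile normalization and the loess corrections take most genes as unchanged, which need not hold in a table of called genes. Marker lists covered neurons, astrocytes, oligodendrocytes, endothelial cells, choroid plexus, blood and immediate early genes. The members in the table number 3 of 20 for neurons, 1 of 17 for astrocytes, 2 of 17 for oligodendrocytes, 6 of 17 for endothelial cells, 0 of 10 for choroid plexus, 0 of 7 for blood and 7 of 32 for immediate early genes. Of the microglia-expressed genes, 7 of 26 read from Figure 4c are in the table. The 26 leave out a gene of that figure that is not reported here.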

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

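The tests of transcript length on the immediate early genes, of shared sequence and of the supplier were chosen after the results were seen.

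Immediate early genes, which the text of the paper does not discuss although Figure 4a shows them, were lower in aged-repopulated than in aged control brains. Of the 32 genes of the list, 7 are in the table (*Fos*, *Junb*, *Nr4a1*, *Btg2*, *Dusp1*, *Klf6* and *Tob1*), all 7 were lower after repopulation, all 7 were called (limma, Benjamini-Hochberg), and the median log2 change was -0.99. With 1 library left out all 7 stayed lower, each with an unadjusted p under 0.05, but the number called was 2 without P03, 3 without P01, P02, P08, P11 or P12, 5 without P07, and 6 without P09 or P10. They lay below young control brains too, by a median of -0.52, with 2 of 7 called (from 0 to 4 with 1 library left out). Relative to their mean over all libraries, their mean log2 level was -0.52, -0.45 and -0.41 in the aged-repopulated libraries, -0.23, 0.10 and 0.29 in the young controls, and 0.16, 0.48 and 0.58 in the aged controls. A trend on transcript length is argued against, because the median was -0.93 after its removal and all 7 stayed lower, although 2 of the 7 were then called. All 7 were also lower with centring, quantile normalization and the correction for GC content, with 6, 6 and 7 called. Handling or time of death may have contributed: the members shifted together, and their median spread within groups was 4.37 times that of the table, wider in the control groups than after repopulation. An effect of repopulation on neuronal activity would also lower these genes together and was not tested. By the legend of Figure 4 the brains were taken after behavioral testing. The methods also describe BrdU injections of all mice in the days before sacrifice. Whether either affected these genes was not tested. The table holds only genes the study called, so members of the list that did not change are not analysed here.

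Of the 433 genes called with age, 30 still differed from young control brains after repopulation, 28 of them higher in both aged groups and 1 lower in both. The other, *Btg2*, was higher in aged controls and lower in aged-repopulated brains. The number was 14, 9 and 11 without the young control libraries P07, P08 and P09, and from 23 to 49 without 1 of the others. The direction depended on the scaling, with 18 higher and 27 lower in both with centring, 16 and 15 with quantile normalization, 19 and 19 with the correction for transcript length, and 20 and 16 with the correction for GC content. The 30 include 6 of the 7 microglial genes analysed (3, 2 and 2 without P07, P08 and P09, and 5 under each of these scalings), and *B2m*, *H2-K1*, *Lgals3bp*, *Pisd*, *Pisd-ps1* and *Pisd-ps2*, some of which were named after their values were seen. A trend on transcript length is argued against for the microglial genes, whose median log2 change with age was 0.79 before and 0.58 after its removal. The supplier of the mice cannot be told apart from age, since 0 aged libraries came from the supplier of the young mice. A biological effect of age stays open and was not tested against supplier.

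The difference between aged-repopulated and young control brains was 1.24 on the log2 scale for *Pisd-ps1* (adjusted p = 0.0025 from limma), with 93.3 ± 7.13 RPKM against 39.3 ± 8.47. *Pisd-ps2* and *Pisd* were higher as well, by 1.04 and 0.50. Of the stretches of 50 bases, 4.9% in the *Pisd* transcripts, 11.4% in *Pisd-ps1* and 11.7% in *Pisd-ps2* also occur in another of the 3 genes. Most stretches of each gene are therefore not shared. How far shared reads added to these differences cannot be told apart from separate changes, because the assignment of shared reads is not known. Supplier and age remain open for these genes too.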

How the results depend on the processing

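No paired analysis was possible because the groups share no replicate numbers. The adjustment over 6145 genes and the correction for GC content were chosen after seeing the data. Where no cause is named, the cause was not tested.

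With pseudocounts of 0.1 and 10, the counts of genes with age (433), with repopulation (60) and between aged repopulated and young control (34) stayed within 1.5 times, as did the counts for the gene lists. The absence of calls among the microglial genes (0 of 7) held under every alternative run, with 0 at an unadjusted p under 0.05 in each apart from 3 without the aged-repopulated library P01.

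On the untransformed RPKM scale, 21 genes were called with repopulation, 6 between aged repopulated and young control, and 20 of the Figure 4a genes. The share of age changes reversed and called in both contrasts was 4.41%, against 8.31%. With each library centred on its median, which moved aged controls by up to -0.07 and young controls by up to 0.06 on the log2 scale and the median of all genes by 0.11 between them, the genes changed with age split into 78 higher and 215 lower, against 319 and 114. There, 133 genes were called with repopulation (111 higher and 22 lower, against 20 and 40), 61 genes between aged repopulated and young control (23 higher and 38 lower, against 29 and 5), all 12 of the cytoskeleton and transport genes that the text of the paper names (the text genes) and 12 of the 16 Figure 4b genes, and 37.2% were reversed and called in both. With quantile normalization, the genes changed with age numbered 277 (88 higher and 189 lower). With repopulation 52 were higher and 21 lower, and between aged repopulated and young control 18 were higher and 25 lower. The cytoskeleton and vesicle transport genes called numbered 10 and the Figure 4b genes 9, and 17.3% were reversed and called in both.

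With each library corrected for transcript length, 145 genes were called with age (67 higher and 78 lower), 6 with repopulation (3 higher and 3 lower) and 62 between aged repopulated and young control (25 higher and 37 lower). Of the 431 age calls and 59 repopulation calls with a length, 110 and 4 were also called after the correction. The Figure 4a genes called were 5, and the text and Figure 4b genes called with repopulation were 0 (3 and 2 with an unadjusted p under 0.05). The share reversed was 84.8%, and 2.07% reversed and called in both. The difference in distance for similarity was 0.12, with the sign reversed (exact permutation test, p = 0.206). The trend with transcript length itself was 0.022, by construction. The age changes of *Kif1a* (0.0060), *Kif1b* (0.058), *Dync1h1* (0.020) and *Dnm3* (0.063) reversed in sign.

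With genes of at least 20 RPKM, which leaves fewer genes, 251 genes were called with age, 31 with repopulation, 22 between aged repopulated and young control and 27 of the Figure 4a genes, and 97.6% were reversed. With only the groups compared, which leaves fewer libraries, 5 genes were called with repopulation and 5 of the Figure 4a genes, 0 text genes and 0 Figure 4b genes (12 and 14 with an unadjusted p under 0.05), and 0.49% were reversed and called in both. Without variance moderation, 5 genes were called with repopulation, 9 between aged repopulated and young control, 1 text gene, 5 Figure 4a genes and 0 Figure 4b genes (15 with an unadjusted p under 0.05), and 0.77% were reversed and called in both. At an adjusted p under 0.025, 10 genes were called with repopulation and 2.02% were reversed and called in both. Over the Figure 4a genes alone, the difference in distance was -0.82 (exact permutation test, p = 0.019), on genes selected for the contrast.

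Adjusted over 6145 genes, with every gene outside the table counted as having a larger p, 7 genes were called with age, 1 with repopulation and 6 between aged repopulated and young control, by construction of the larger number of tests. Of the lists, 1 Figure 4a gene, 0 text genes and 0 Figure 4b genes were called (100, 12 and 15 with an unadjusted p under 0.05), 100% of the 7 age calls were reversed and 0% reversed and called in both. With the correction for GC content, 8 text genes were called and 15.7% were reversed and called in both, with 67 genes called with repopulation (39 higher and 28 lower). The genes changed with age then split into 138 higher and 155 lower, and those between aged repopulated and young control into 25 higher and 25 lower.

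Across the 9 fits that each left out 1 library, the genes changed with age ranged from 269 (without P09) to 438, and the genes called ranged from 2 to 141 with repopulation and from 11 to 59 between aged repopulated and young control. The share of age changes reversed by repopulation ranged from 90.0% (without P02) to 96.4%, and the share reversed and called in both from 0.24% to 26.0%. The text genes called ranged from 0 to 8, the Figure 4a genes from 2 to 58 and the Figure 4b genes from 0 to 9. The difference in distance ranged from -0.37 (without P09; exact permutation test, p = 0.041) to 0.068 (without P11), and it was 0.038 without P12. The lowest count with repopulation came without P03 of the aged-repopulated mice and the highest without P10 of the aged controls. *Lgals3bp* with repopulation ranged from -0.23 (without P01) to 0.18 and was -0.14 without P12, and *Dnm3* with age ranged from -0.038 to 0.00013 (without P12).

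Among the single genes named, other changes were a loss of the call in 65 values and a gain in 23 across the settings that kept every library, and a loss in 71 values and a gain in 8 across the fits that left 1 library out. Read depth is unknown, so its effect on these results cannot be weighed.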

Differences from the paper's values

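The paper's count of genes with an adjusted p under 0.05 between any groups is 689, and 457 genes had an adjusted p under 0.05 in at least 1 of the 3 contrasts here, within those 689 genes. The paper's model also covered young repopulated and aged eliminated libraries, which are not analysed here. Of the alternatives chosen before the data were examined, only leaving out the aged control library P10 came within 1.5 times of the paper's value, with 469 genes. The 457 of the main fit lay just outside that range, so this small step does not account for the gap.

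The paper's count of genes with an adjusted p under 0.025 is 75, and its text does not name the contrast. It is set here beside aged repopulated against aged control, where 10 genes had an adjusted p under 0.025. With each library centred on its median, 69 genes did, within 1.5 times of the paper's 75. None of the other alternatives chosen before the data were examined came within that range. The authors' deposited table gives 102 genes under 0.025 for this contrast, and Figure 4a shows 102 genes. What the 75 counts is therefore unknown, and the nearness of 69 to it does not show that centring recovers the authors' result.

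The paper states that the genes it names for endocytosis and microtubule transport fell with age. *Kif1b*, *Kif21a* and *Dnm3* were lower in aged controls by log2 changes of -0.05, -0.06 and -0.02, with adjusted p values of 0.261, 0.135 and 0.648 from limma. With each library centred on its median the changes were -0.15, -0.17 and -0.12, and with quantile normalization -0.19, -0.14 and -0.13, and all of these had an adjusted p under 0.05. With the correction for GC content, chosen after seeing the values, *Kif21a* changed by -0.10 with an adjusted p of 0.049, and *Kif1b* and *Dnm3* had adjusted p values of 0.065 and 0.405. None of the other alternatives gave an adjusted p under 0.05 for these 3 genes.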

Other observations

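The tests of GC content, of transcript length as the whole cause of the age calls, the simulation with correlated genes, and the comparison of the share reversed in the length-corrected fit and in the fit without P02 with simulations of their own were chosen after the results were seen, as was the measure used to compare the simulations.

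Genes lower in aged controls than in the other groups had longer transcripts than genes higher in aged controls. Across 686 genes, which are not independent replicates, each aged control library fell with transcript length relative to the mean of all libraries (Spearman's rho -0.46, -0.74 and -0.54), the young controls rose (0.57, 0.48 and 0.46), and the aged-repopulated libraries were mixed (0.11, 0.49 and -0.01). Within groups the trend also differed between libraries: relative to their own group mean, the aged controls had rho of 0.41, -0.53 and 0.12. Of the genes called with repopulation, 6.78% were still called after the trend was removed from each library. A candidate explanation is a difference in RNA integrity or library preparation between libraries. A change with age in long genes that repopulation reverses would leave the same trend, and this was not tested. As the whole cause of the age calls, the trend is argued against, since 145 genes were called with age after its removal, where simulated libraries with only a length trend gave 0. GC content as the whole cause of the repopulation calls is argued against, since 67 genes were called after its removal, 43 of them among the 59 that were called before and have a GC value. The table holds only called genes, so the trend over the remaining genes is not analysed here.

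A larger share of neurons in aged-repopulated hemibrains is argued against as a source of the rise of the cytoskeleton and transport genes. The 3 neuron markers in the table, *Rbfox3*, *Gad1* and *Snhg11*, were all lower after repopulation, with a median log2 change of -0.10 (fry, adjusted p = 0.014), and were at 51.5, 128 and 435 RPKM in aged-repopulated brains. The size of the fall depended on the scaling, from -0.12 with the correction for transcript length to -0.03 with quantile normalization, and all 3 markers were lower in each. As deposited 1 of the 3 was called, and 0 were with centring, quantile normalization or either correction. With quantile normalization and with the correction for GC content, 0 had an unadjusted p under 0.05. Of the 20 markers listed, only these 3 are in the table, and they were selected by the study on these libraries, so this weighs 3 genes only. The endothelial markers in the table fell with repopulation by a median of -0.30, with 5 of 6 lower and 3 called (from 0 to 5 with 1 library left out). With the correction for transcript length the median was -0.18 with 1 called, and with centring, quantile normalization and the correction for GC content 2, 2 and 1 were called. The single astrocyte marker changed by -0.0013 and was higher under the scaling alternatives, and the 2 oligodendrocyte markers rose by a median of 0.34 with neither called (0 with an adjusted p under 0.05, 2 with an unadjusted p under 0.05, 2 adjusted over the list alone). Both were called with centring, and 1 was with quantile normalization and with the corrections for transcript length and GC content. No marker of choroid plexus or blood is in the table.

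A reversal of age changes by repopulation cannot be told apart from the effect of shared aged control libraries and selection of the genes by the share of changes reversed, and what keeps this open is the length-corrected fit alone. As deposited, the share was 94.7%, and the largest in any of the simulations was 90.8%. A comparison of this share with simulations was set beforehand, and taken alone it argues against the explanation. Its measure was chosen after a first run, and the simulations with correlated genes were added later. The other comparisons were added, and given weight in this reading, after that outcome was seen. Without the aged-repopulated library P02 the share was 90.0%, and the largest in simulations of that fit was 89.7%. With the correction for transcript length the share was 84.8%, and 97 of 100 simulations of that fit with no difference between any groups gave as much or more, as did 4 of 100 with the observed age differences, correlated genes and no effect of repopulation. As deposited, simulations with no difference between any groups were near the data on some measures and far on others. The median gene regained 52.7% in the data and 54.2% there, and the correlation across genes between both changes, genes not being independent replicates, was -0.57 in the data and -0.63 there. The data went beyond all of them in genes called with age (433, at most 14 there) and with repopulation (60, at most 15), in the share reversed and called in both (8.31%, at most 2.08%), in the difference in distance over the genes with the smallest p for repopulation (-0.78, at lowest -0.69) and in genes without overlap with age (70.1%, at most 53.1%). Genes without overlap between aged-repopulated and young control brains were also more in the data (42.7%, at most 37.3% there). Genes without overlap with repopulation were fewer in the data (37.4%, at least 42.5% there). With the observed age differences, correlated genes and no effect of repopulation, the share as deposited was at most 86.6%. Simulations with correlated genes and selection together were not run. None of the simulations selected genes on 5 groups, as the authors did.

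For each contrast, 1 of the 10 splits of the 6 libraries gave as many calls as the real groups, which was the real split itself: 60 genes with repopulation, 433 with age and 34 between aged repopulated and young control. With 10 splits, no share under 0.1 is possible, so a grouping of the libraries by chance is not excluded by these counts. The next largest count was 2 for repopulation and 0 for the other contrasts.

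The authors' deposited table gives an adjusted p of 0.0506 for the repopulated term where the unadjusted p of the t score, with 10 degrees of freedom, is 0.0216, a ratio of 2.35. If the terms past this point all belong to the 689 genes with at most 5 terms each, a Benjamini-Hochberg correction with this ratio covered at most 8083 terms. Correction over 2 terms for each of 6145 genes would cover 12290. If terms of genes outside the table passed as well, the bound would be larger. The number of tests that the correction covered therefore cannot be told. With the unadjusted p of the repopulated term adjusted over 6145 genes, 1 gene (*Ddhd1*, 0.024) had a value under 0.05, and 305 had an unadjusted p under 0.05.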
